# Gene expression profiling of postnatal lung development in the marsupial gray short-tailed opossum (*Monodelphis domestica*) highlights conserved developmental pathways and specific characteristics during lung organogenesis

**DOI:** 10.1186/s12864-018-5102-2

**Published:** 2018-10-05

**Authors:** Vengamanaidu Modepalli, Amit Kumar, Julie A Sharp, Norman R Saunders, Kevin R Nicholas, Christophe Lefèvre

**Keywords:** Lung, RNA-seq, *Monodelphis domestica*, Marsupial

## Abstract

**Background:**

After a short gestation, marsupials give birth to immature neonates with lungs that are not fully developed and in early life the neonate partially relies on gas exchange through the skin. Therefore, significant lung development occurs after birth in marsupials in contrast to eutherian mammals such as humans and mice where lung development occurs predominantly in the embryo. To explore the mechanisms of marsupial lung development in comparison to eutherians, morphological and gene expression analysis were conducted in the gray short-tailed opossum (*Monodelphis domestica)*.

**Results:**

Postnatal lung development of *Monodelphis* involves three key stages of development: (i) transition from late canalicular to early saccular stages, (ii) saccular and (iii) alveolar stages, similar to developmental stages overlapping the embryonic and perinatal period in eutherians. Differentially expressed genes were identified and correlated with developmental stages. Functional categories included growth factors, extracellular matrix protein (ECMs), transcriptional factors and signalling pathways related to branching morphogenesis, alveologenesis and vascularisation. Comparison with published data on mice highlighted the conserved importance of extracellular matrix remodelling and signalling pathways such as Wnt, Notch, IGF, TGFβ, retinoic acid and angiopoietin. The comparison also revealed changes in the mammalian gene expression program associated with the initiation of alveologenesis and birth, pointing to subtle differences between the non-functional embryonic lung of the eutherian mouse and the partially functional developing lung of the marsupial *Monodelphis* neonates. The data also highlighted a subset of contractile proteins specifically expressed in *Monodelphis* during and after alveologenesis.

**Conclusion:**

The results provide insights into marsupial lung development and support the potential of the marsupial model of postnatal development towards better understanding of the evolution of the mammalian bronchioalveolar lung.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5102-2) contains supplementary material, which is available to authorized users.

## Background

During evolution mammals have developed a bronchoalveolar lung characterised in part by the presence of a large number of small alveoli. Eutherians and marsupials have evolved from common therian mammalian ancestors, but adopted different reproduction strategies [1]. Eutherians, including humans and mice, acquired a well-developed placenta which sustains the embryo throughout a long period of gestation; they give birth to a mature neonate [2]. In contrast, marsupials have retained a primitive form of placenta and after a short gestation give birth to immature neonates [3]. Therefore, organs in the marsupial newborns are generally at comparatively earlier stages of development at birth and the respiratory, digestive, neuronal, immune and respiratory systems are immature and still under the process of development [4].

In eutherians the lungs develop as a respiratory organ to exchange gases immediately after birth. In general, the majority of lung development occurs throughout intrauterine life and is driven, in part, by maternal factors delivered through the placenta [5–7]. Lung development is categorized into five morphological stages (embryonic, pseudoglandular, canalicular, saccular and alveolar) based on characteristic morphology [8, 9]. In eutherians the lungs of the newborn are predominantly at the transition between the saccular and alveolar stage of development with small terminal sacs and a well-developed bronchial system and the key changes during early postnatal life involve an increase in alveolar number and maturation of lung microvasculature [10]. Studies on the development of the lung have been performed previously in several marsupial species, including bandicoot (*Isoodon macrounus*) [11], Julia Creek dunnart (*Sminthopsis douglasi*) [12], tammar wallaby (*Macropus eugenii*), quokka (*Setonix brachyurus*) [13] and *Monodelphis domestica* [14]. At birth, the lungs are comprised of a small number of large air sacs providing limited surface area for respiration and are therefore considered functionally immature [15]. Studies of the respiratory mechanism of Julia Creek dunnart and tammar wallaby have demonstrated that neonates perform respiration through the skin during early postnatal development in order to fulfil the requirement for oxygen. However, this limited development changes gradually as lungs mature to perform efficient respiration [12, 16]. Marsupial neonates are similar in development to a late eutherian foetus corresponding to the 40–100 day old human foetal stage, foetal rat at E13-E14 or mice E12-E13 [17, 18], and the immature lung is required to develop further during early lactation to become fully functional. This provides improved opportunities to investigate the progressive changes in the gene expression of the postnatal lung and identify mechanisms and factors involved in lung maturation.

## Results

### Postnatal lung development in *Monodelphis*

Histology of lung samples collected from *Monodelphis* at post-natal days 1, 8, 14, 29, 35, 61 and adult stages (Fig. 1 and Additional file 1: Figure S1 for high resolution images) revealed that the lungs collected 1 day after birth consisted only of a few large air sacs surrounded by a thick layer of epithelial cells (Fig. 1a) typical of the late canalicular stage of development. Lung collected at day 8 consisted of large air sacs and the thickness of the walls had reduced (Fig. 1b). The sacs were lined with a single layer of cells and were connected with a single respiratory duct, indicating the lungs were transiting from the canalicular to the saccular stage. The number of air sacs had increased in the lungs collected at day 14 and the sacs were comparatively smaller in size, but the thickness of the air sac walls had increased and only partial regions consisted of a thin layer of epithelial cells (Fig. 1c). At day 29 the number of air sacs had increased and the airways extended into the terminal air sacs. The increase in the respiratory area by growth of air sacs was correlated with a gradual decrease of interstitial tissue (Fig. 1d). At day 35 the lungs were transitioning from the saccular to the alveolar stage with primitive alveolar sacs connected to air ducts (Fig. 1e). At this stage, the airway system and branching pattern was established throughout the lung. Finally, after a large increase in the number of alveoli at day 63 the lung was fully mature (Fig. 1f) and histological analysis showed no major difference in morphology in lungs from the adult (Fig. 1g). The results are consistent with previous studies, confirming that lung development follows similar trajectory in all mammals examined and providing imaging at additional time points to improve our understanding of the slower developmental timing in *Monodelphis* and other marsupials compared to eutherians [14].

**Fig. 1:**
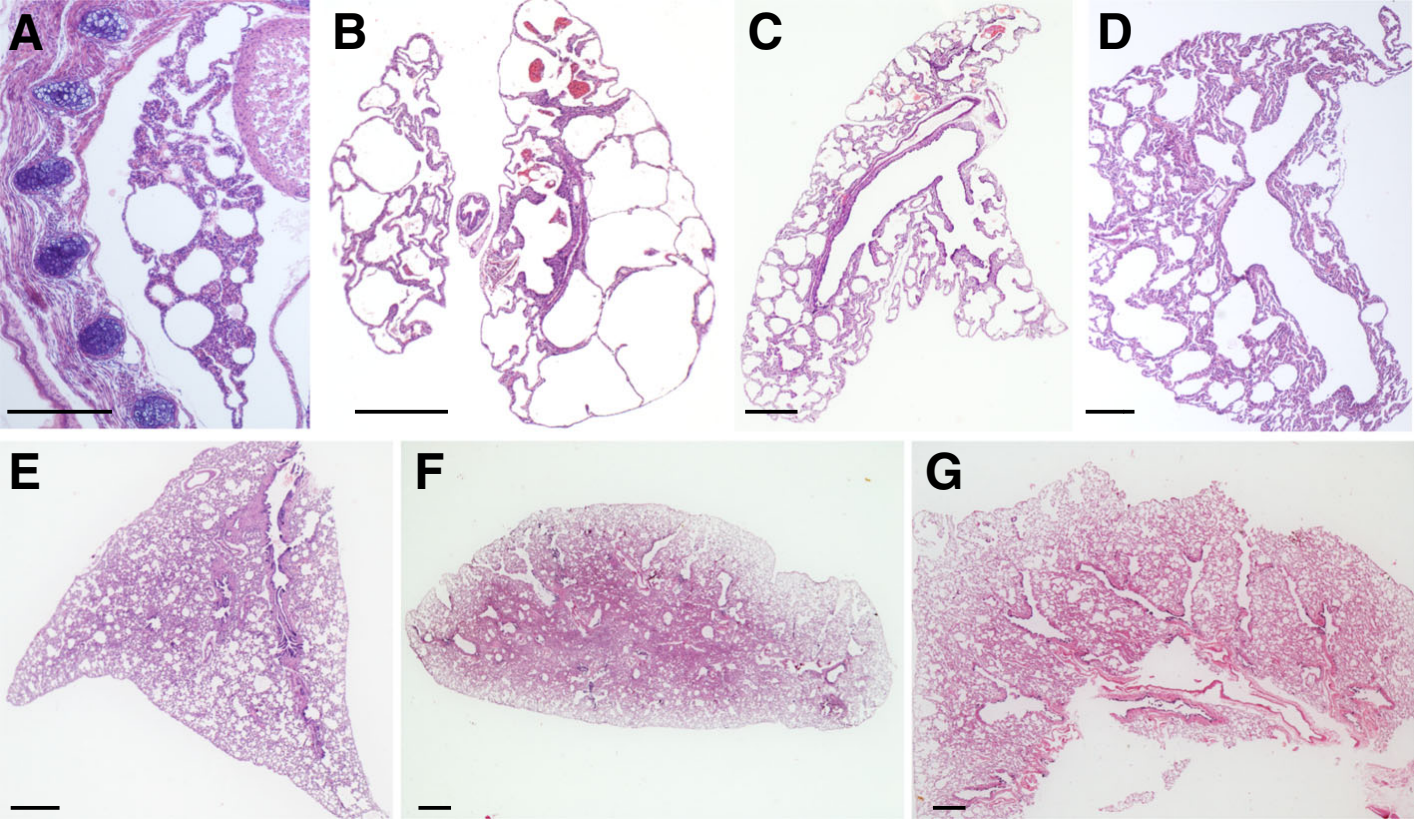
H&E staining of lung tissue samples collected from *Monodelphis* at different time points of postnatal development. Based on morphology as described in the text, the lungs of new born at day 1 (**a**) were in the canalicular stage, lungs collected at day 8 (**b**) and day 14 (**c**) were at early saccular stage, and at saccular stage by day 29 (**d**) and day 35 (**e**), while at day 61 (**f**) lungs were mature with an increased alveolar number similar to an adult lung (**g**). **a** Is a full embryo cross-section. Whole lung mounts (**b** to **f**), scale bar 1 mm. See also Additional file 1: Figure S1 for pictures at higher resolution where individual cell nuclei are easier to identify

### Transcriptomics of postnatal lung development in *Monodelphis*

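Lung RNA was sequenced from 7 *Monodelphis*, with 1 animal at each age, so that no value has a replicate and no difference between ages can be set against the variation between animals of one age. The ages were day 3, 8, 14, 29, 35 and 63 after birth, and adult. The sixth sample is given as day 63 in the methods of the sequencing, Fig. 2 and Fig. 3 and as day 61 in the sample's deposited label and the opening of the transcriptomics results, and the methods list day 61 and not day 63 among the ages at which lungs were collected. It is called day 63 here. After washing, whole lungs were homogenised and the RNA was sequenced as paired-end reads. The authors aligned the reads to the *Monodelphis* genome with its Ensembl annotation and deposited a single table of log2 values with 30750 rows and a column for each age. The lowest value was -2 in every column. In a sample of 20000 values, 100% became numbers of at most 6 digits once 0.25 was subtracted from the antilog, and 89.2% did so with no offset, so each deposited value was read as the log2 of an expression value plus 0.25. The expression value recovered in this way, with 0.25 subtracted, is called the linear value here. The methods name Cufflinks and SeqMonk and do not state which of them wrote the table. The linear values of one sample summed to between 1388910 and 11593400, and the table gives no read counts, so the counting error of a value is unknown. Between 6.92% and 9.70% of the rows in each sample were at the lowest value. The median of the rows with a mean log2 value of at least 1 differed from its average over the samples by at most 0.05 in any sample, and the values were not rescaled. In 687 sets, comprising 1459 rows, rows under different names held identical values in all 7 samples. A value on such a row cannot be assigned to one of its genes, and each gene named here that has such a row is marked as such. Where a symbol had several rows, the row with the highest mean was used.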

Gene expression profiling of *Monodelphis* lung was conducted by RNA-seq of lung tissue collected from young at day 3, 8, 14, 29, 35, 61 and adults. 

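Euclidean distances between the samples were computed over the log2 values of all 30750 rows and the samples were joined by complete linkage. The samples from days 8 and 14 joined at a distance of 129, those from days 29 and 35 at 130.4, and day 63 and the adult at 145. Day 3 joined days 8 and 14 at 155, the early and mid ages joined at 193, and the late pair joined last, at 238. With the tree divided into 3, the groups were days 3, 8 and 14, days 29 and 35, and day 63 with the adult. Average linkage, or a distance of 1 minus Pearson's r, gave the same 3 groups. With a pseudocount of 1, or with a single row kept per gene symbol and the 11843 rows without a name left out, day 14 moved to the group of days 29 and 35 and only 1 of these groups was recovered. All 3 were recovered when a single row was kept per gene symbol and the rows without a name stayed in, and 1 when only the rows without a name were left out, both alternatives chosen after seeing the data.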

After annotation and normalisation as described in methods, hierarchical clustering of the normalised quantitative expression data (Fig. 2a) suggested 3 major groups of samples, corresponding to three phases of lung development: 1) early postnatal development (day 3, 8 and 14), 2) mid-development (day 29 and 35), and 3) late development (day 63 and adult). This result was consistent with morphological analysis and confirmed that there are two major transitions in gene expression corresponding to the early canalicular-to-saccular and saccular-to-alveolar morphology. 

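Among the 6 steps between neighbouring ages, the step from day 35 to day 63 had the largest distance, 163, and the lowest Pearson correlation across rows, 0.941. The step from day 14 to day 29 had a distance of 131 and a correlation of 0.961, and the step from day 3 to day 8, inside the early group, had a distance of 135. Rows are not independent replicates, and with 1 animal per age these distances also include the differences between animals. From the groups of samples and the morphology of the lungs, the paper concludes that gene expression passes through 2 major transitions.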

Principal component analysis (PCA) indicated that the greatest influence on gene expression was the age of the animal (51% of variation) while the second greatest component (21% of variation) was apparently influenced by time to or from the transition into alveogenesis (Fig. 2b).

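With each row centred on its mean over the 7 samples and left unscaled, the first component held 43.9% of the variance (95% bootstrap interval over rows 42.8% to 45.1%) and the second component 21.1% (20.3% to 21.9%). The third component held 10.7%. The intervals describe these 7 libraries and not the variation between animals. The share of the first component fell to 33.9% when the rows were also scaled and reached 51.7% when the rows without a name were left out and a single row was kept for each symbol or identifier (18044 rows). Leaving out only the rows without a name gave 49.8%, and a single row per symbol with the rows without a name kept gave 44.7%, both alternatives chosen after seeing the data. The 16108 rows with a mean log2 value below 1 carried 50.4% of the first component, and the 11843 rows without a name carried 33.4% of it.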

**Fig. 2:**
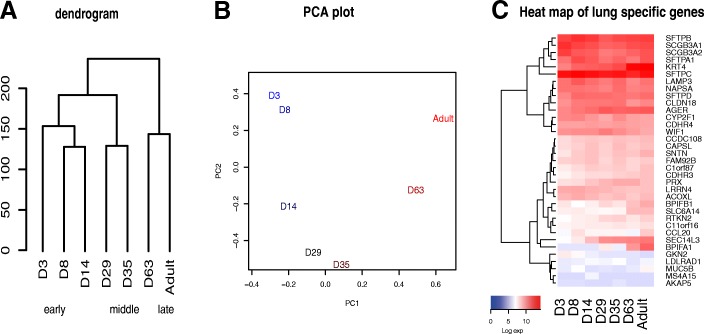
Global gene expression analysis of *Monodelphis* lung. **a** Hierarchical clustering dendogram of postnatal log expression data. **b** First two principal components PCA plot. **c** Heatmap of lung specific gene expression

### Surfactant proteins and highly expressed genes relevant to lung function

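The linear value of *SFTPC* lay between 3990.1 at day 63 and 13487 at day 8, and that of *SFTPB* between 599 at day 29 and 2468 at day 8, so that the highest sample was 3.38 times the lowest for *SFTPC* and 4.12 times the lowest for *SFTPB*. Among the 30750 rows, *SFTPC* ranked 29 by its highest log2 value and 22 by its mean, and *SFTPB* ranked 62 and 84. Sets of identical rows, among them 16 rows of the mitochondrial genome, take many of the places above both genes. With each set counted once, an alternative chosen after seeing the data, *SFTPC* ranked 11 and 7 and *SFTPB* 41 by its highest value.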

The surfactant protein genes *SFTPB* and *SFTPC* were amongst the most highly expressed genes in the RNA-seq dataset overall (rank max log expression 62 and 29 in any sample respectively; rank mean log expression 84 and 22) with a relatively constant expression throughout development. RNA-seq also confirmed high expression of surfactant *SFTPA* and *SFTPD* candidate genes on chromosome 1 throughout the postnatal period (Fig. 2c). Similarly, osteonectin (*SPARC*) encoding an acidic extracellular matrix glycoprotein that plays a vital role in cell-matrix interactions and collagen binding, was among the 26 most highly expressed genes. 

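*SPARC* had linear values from 2319 to 2917 in the samples from day 3 to day 63 and 777 in the adult. It ranked 47 by its highest value and 30 by its mean among all rows, or 28 and 14 with identical rows counted once. Its row is identical in every sample to that of *ATOX1*, which lies within 5 genes of it in the annotation, so the values cannot be divided between these genes.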

The top 100 expressed genes overall were, in majority, mitochondrial and ribosomal proteins genes but included keratins (15, 19, 35 and 4) with increasing expression during development (for example *KRT4* in Figs. 2c and 5b), and NADPH oxidase organizer 1 (*NOXO1)*, a regulator of angiogenic capacity of lung endothelial cells [19] with constant expression. 

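Of the 100 rows with the highest mean, 36 had the name of a ribosomal protein and 20 a mitochondrial name or values identical to a mitochondrial row, which makes 56 in all. A further 6 of the 100 rows had no name. *KRT15*, *KRT19* and *KRT35* ranked 39 by mean on rows that are identical in every sample, so their reads cannot be told apart in the table. Their shared linear value was 489.9 at day 3, 1222 at day 35, 13939.9 at day 63 and 18197 in the adult. *KRT4* ranked 92, and its linear value rose from 104 at day 3 to 924 at day 35, 12902 at day 63 and 17068 in the adult. *NOXO1* ranked 87, with linear values between 874 at day 35 and 1455 at day 3.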

Other genes of relevance to lung physiology that were highly expressed (top 200 genes) included secretoglobin family 3A member 1 and 2 (*SCGB3A1, SCGB3A2,* Fig. 2c), resistin like beta (*RETNLB*), a mitogenic factor in lung cell induced in hypoxia, decorin (*DCN*), an extracellular matrix proteoglycan which affects airway mechanics, airway-parenchymal interdependence, airway smooth muscle proliferation, apoptosis and transforming growth factor-β bioavailability, *ADA* (adenosine deaminase), which has been associated with pulmonary inflammation [20], and *EPAS1* (endothelial PAS domain protein 1) which is potentially involved in lung and vascular development [21].

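By mean log2 value, *SCGB3A1* ranked 127, *RETNLB* 133, *DCN* 145, *ADA* 164, *SCGB3A2* 205 and *EPAS1* 210. The linear value of *SCGB3A1* was highest at day 3, at 2401, and lowest at day 29, at 352. *SCGB3A2* followed the same course, from 1397 to 144, on a row identical to that of *GPR32*. *RETNLB* was highest at day 8, at 2531, and lowest at day 29, at 311. *DCN* varied least, between 533 and 826. *ADA* lay between 178 and 474 up to day 35 and reached 3301 at day 63 and 3483 in the adult. *EPAS1* rose from 184 at day 3 to 773 at day 63.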

### Lung-specific gene expression

A recent comparative study of gene expression in different eutherian tissues has identified a set of 83 candidate genes with lung-specific expression, including 32 confirmed genes [22]. 

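Of the 35 gene symbols shown in Fig. 2c, 33 had a row under that symbol, and *SFTPA1* and *SFTPD* did not. The difference between the highest and the lowest age of these 33 genes had a median of 2.47 on the log2 scale and ranged from 0.60 to 10.06. The adult was the highest sample for 13 of them, day 35 for 7, day 8 for 6 and day 3 for 3. The largest differences were those of *BPIFA1*, with a linear value of 0.101 at day 14, 52.9 at day 63 and 373 in the adult, and *SEC14L3*, which rose from 0.812 at day 3 to 69.5 at day 29 and 182 in the adult. *AGER* rose from 87.3 at day 3 to 548 at day 29 and 595 in the adult. *MS4A15* and *AKAP5* were close to the lowest value of the table throughout, with highest linear values of 0.428 and 0.130.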

In *Monodelphis,* 20 out of the 32 confirmed gene set and 35 out of the 83 candidate gene set were identified and presented a variety of expression dynamics (heatmap of Fig. 2c). It is not clear if the remaining lung-specific candidate genes are not expressed in the lung, not yet annotated or absent from the *Monodelphis* genome.

### Differential expression

Differential expression analysis revealed 1242 genes were uniquely or differentially expressed at specific time points during postnatal development as represented in the heat map of Fig. 3 (*p* < 0.05). 

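The intensity-difference filter was applied to each of the 21 pairs of samples. The rows of a pair were ordered by their mean, each row's difference was set against a normal distribution with a mean of 0 and the standard deviation of the 1% of rows nearest to it in mean, and the tail values were adjusted within the pair by the Benjamini-Hochberg method. A row was selected when an adjusted tail value fell under 0.05 in any pair. The filter compares libraries, not ages, because there is 1 animal per age. It selected 1352 of the 30750 rows. Without the adjustment 6993 rows were selected, while the other settings tried selected between 1074 and 1657. Each pair contributed between 197 rows, for day 14 against the adult, and 301 rows, for day 8 against day 14. The standard deviation of the differences over all rows grew from 0.74 for day 8 against day 14 to 1.36 for day 3 against the adult, and the filter scales each difference to this spread, so the number selected does not measure how far a pair of ages lies apart. Among selected rows with a gene symbol, the largest rises from day 3 to the adult on the log2 scale were those of the alpha globin row HBA_MONDO (14.03, listed at 0 on days 3 and 8), *IGHE* (11.35, on a row at 0.396 or less in linear value up to day 63), *IGKC* (10.62), *BPIFA1* (9.88) and *ATP2A1* (8.95). On the same scale *ALB* fell by 10.39, *AFP* fell by 10.33, *APOA1* fell by 9.59, *AHSG* fell by 9.43 and the transthyretin row TTHY_MONDO fell by 9.22.

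**Figure D1:**
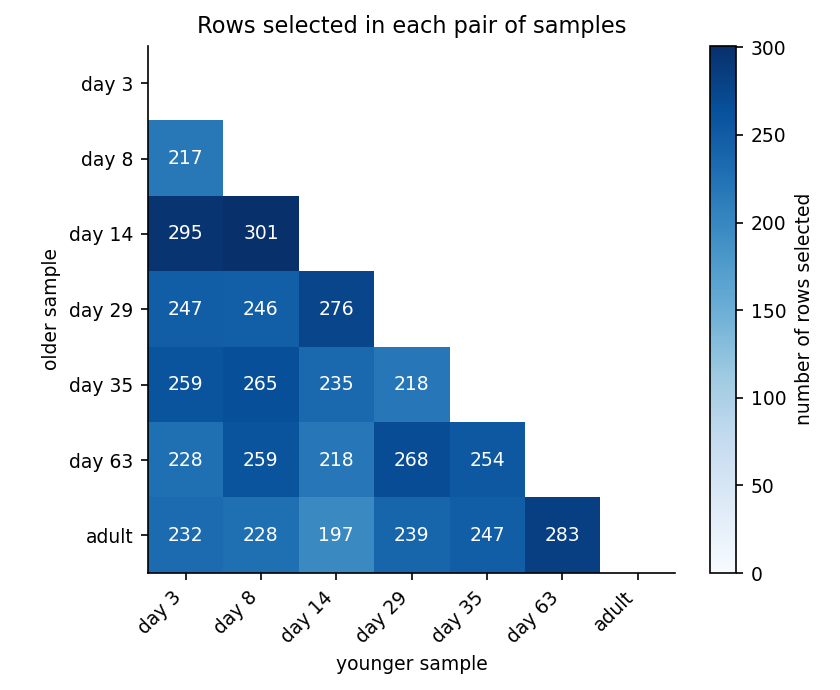
Number of rows selected by the intensity-difference filter in each pair of samples, with the younger sample on the horizontal and the older sample on the vertical axis. The pairs give between 197 and 301 rows, with no steady increase with the distance in age.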

Sequencing results were validated by RT-PCR as described in methods. A set of 10 genes was selected to represent differential expression clusters (genes chosen from profiling of Fig. 3). Although this is a limited validation of 10 genes and there are a few discrepancies at particular time points such as, for example, day 8 for SERPINC1 (serpin family C member 1), FGA (fibrinogen alpha chain) and HPX (hemopexin), in general there is a high concordance between the temporal expression trends obtained by qPCR and RNA-seq results (Fig. 4). It is unclear if discrepancies are due to variation between animals with a single animal used for sequencing or transitional variation around particular time points of rapid changes such as day 8 for SERPINC1 and FGA. 

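All 10 genes of Fig. 4 were selected by the filter, though the rows of the 3 genes of cluster C are left out when only rows with a mean of at least 1 are tested. All but *MYOT* are given here by their linear values. In cluster A, *SPINK5* rose from 0.630 at day 3 to 11.7 at day 35 and 161 at day 63, *ARSF* from 0.228 to 4.18 and 90.2, *DSG1* from 0.266 to 4.03 and 65.5, and *CA3* from 4.13 to 41.5 and 212. In cluster C, *SERPINC1* was 71.8 at day 3, 39.1 at day 8 and 0.249 at day 14, and *FGA* was 78.9, 71.1 and 0.0835 at these ages. *HPX* was higher at day 8 than at day 3, at 58.8 against 23.3, and fell to 0.335 at day 14. In cluster D, *TNC* was highest at day 29, at 238, and *HTRA1* at day 14, at 434, and in the adult they were 6.15 and 19.7. Of the genes used to normalise the qPCR, *RPL19* had linear values between 1.22 and 3.06 and *PPIL4* between 7.26 and 13.4. The qPCR values are not analysed here.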

Functional classification of differentially expressed genes highlighted genes encoding for components of cellular processes (446 genes), binding activity (363 genes), developmental processes (298 genes) and immunity (273 genes) (Additional file 2: Figure S2). Developmental processes included system development (190 genes) related to various systems (nervous system, heart, muscle and haematopoiesis). Associated functional categories were also related to embryonic development (ectoderm and mesoderm) and cell differentiation. Cellular processes were mainly related to cell communication (251 genes) while others were related to cell cycle and proliferation. Many (44%) of the genes listed in response to stimulus were related to immune (114 genes) and cellular defence responses (57 genes). Genes involved in signalling included components of the WNT, PDGF, TGFβ, NOTCH, VEGF and Retinoic acid (RA) pathways (see discussion in Additional file 3). 

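Each of the 48 genes shown in Fig. 5a and the 82 genes shown in Fig. 5b had a row. The filter described above selected 17 of the 48 and 34 of the 82. Without adjustment of the tail values it selected 43 and 75. Without the adult it selected 11 of the 48. The largest difference between ages had a median of 3.25 on the log2 scale over the genes of Fig. 5a and 2.92 over those of Fig. 5b. Among the genes of Fig. 5b the mean log2 value was higher in the late than in the early samples for 40 and lower for 42.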

Differential expression of genes related to the extracellular matrix (ECM) and signalling (also discussed in Additional file 3) are represented in Fig. 5a and b respectively. It can be seen that these genes exhibit a variety of expression profiles and that a broader subset of ECM components display decreased expression over time, likely to reflect the active establishment of complex tissue connectivity in early stages.

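Of the 48 genes of Fig. 5a, 25 were lower in both day 63 and the adult than in every earlier sample. The count was 27 after quantile normalization, and between 25 and 33 with each age left out in turn, an alternative chosen after seeing the data. The median difference of the late from the early samples was -1.45 on the log2 scale, or -0.70 without the adult and -2.21 without day 63. Most of the genes were highest at day 14 (13 genes) or day 29 (14 genes). *SPON2* had a linear value of 79.5 at day 8 and 1.87 in the adult, and *VCAN* fell from 81.2 to 5.17 over the same ages. Other genes of the panel rose late. *ADIPOQ* was at most 0.764 up to day 35 and 37.5 at day 63, *ITGBL1* was highest at day 63, at 34.4, and *MATN1* was 0.418 at day 63 and 16.7 in the adult. The paper proposes that the decrease reflects the building of tissue connectivity in the early stages.

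**Figure D2:**
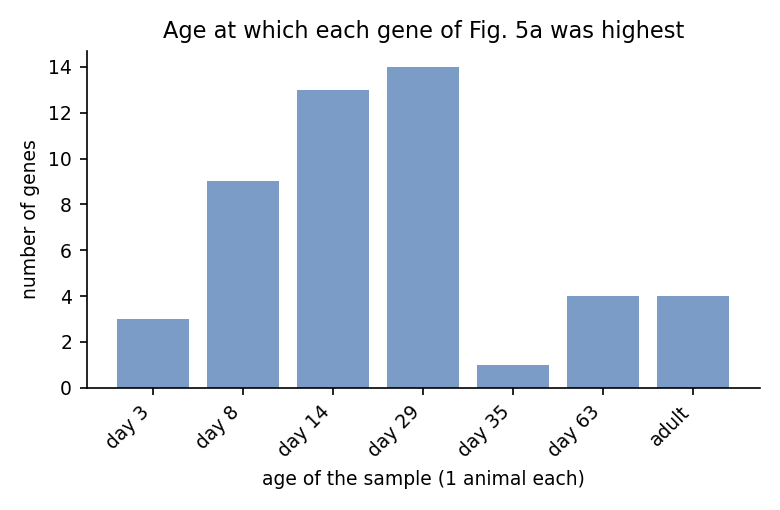
Number of the 48 extracellular matrix genes of Fig. 5a with their highest value at each age, with the ages in order on the horizontal axis and the number of genes on the vertical axis. The bars are tallest at day 14, with 13 genes, and day 29, with 14 genes.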

**Fig. 3:**
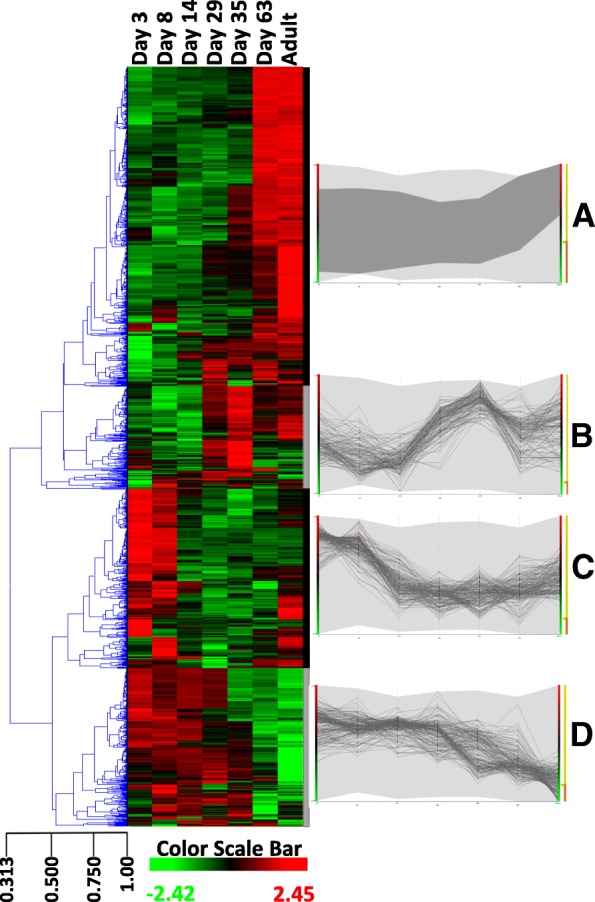
Heatmap and hierarchical clustering of 1242 genes with the most significantly differential expression during postnatal lung development (*P* < 0.05). Centred and scaled log RNA-seq expression data. Rows in the heatmap represent genes and columns represent samples. The gene tree on the left was generated by hierarchical clustering. Four gene clusters were selected to represent genes with different expression dynamics (k-mean clustering, k = 4, right side). Expression profile of the four major gene expression clusters was during (**a**) the later alveolar stage of development, **b** saccular stage of development, **c** earlier postnatal period with a gradual reduction of expression during the course of development, and (**d**) early stages of development. The limits of each cluster are represented by grey and white bars along the right side of the heatmap. Cluster A is the largest gene cluster and the expression profile of this cluster is summarized by a dark grey band (min, max log expression) rather than showing independent gene expression as in cluster (**b** to **d)**. The light grey shaded area represents the range log expression of all the data (1242 genes)

**Fig. 4:**
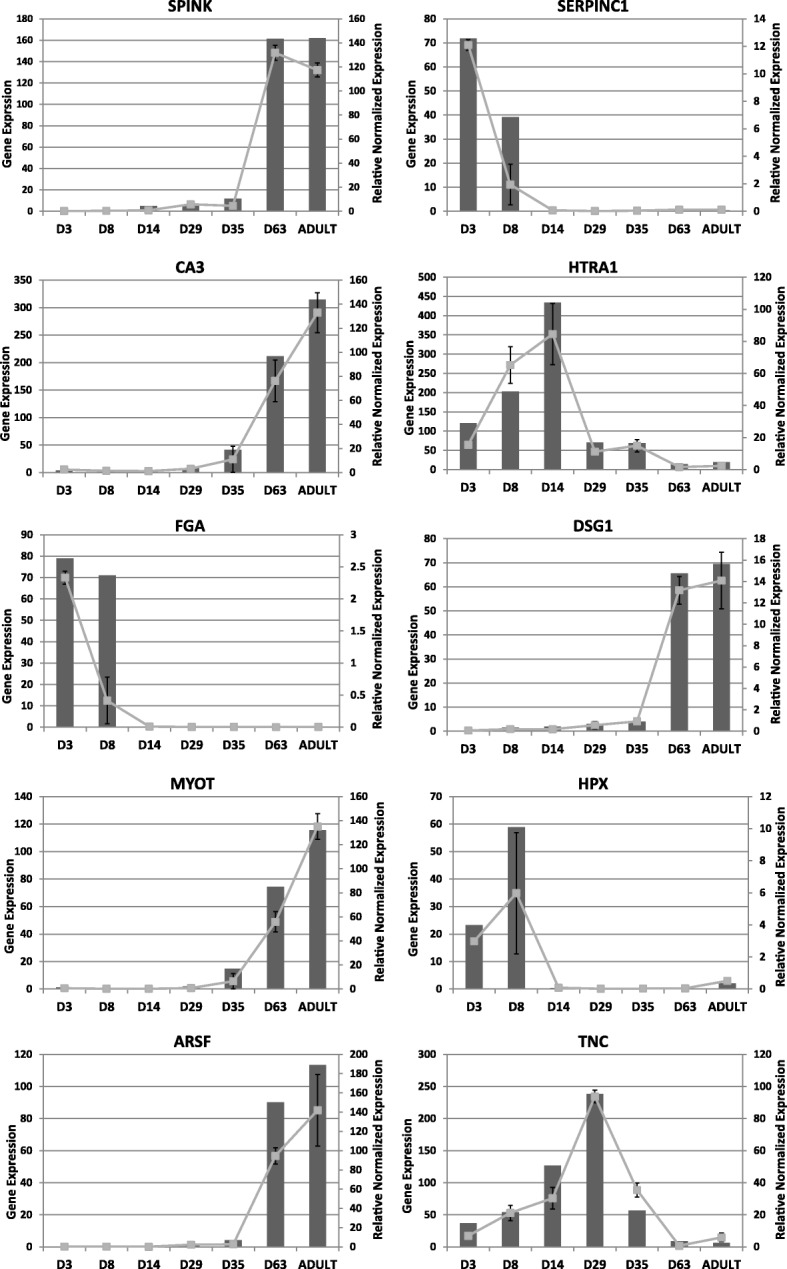
Validation of RNA-seq data. Comparison of gene expression profiles obtained by q-PCR (line) and RNA-seq quantification (bar). For this validation, 10 genes were chosen to represent expression dynamics of clusters identified in Fig. 3. This includes genes from cluster A (SPINK5, CA3, ARSF, MYOTand DSG1), cluster C (HPX, FGA, SERPINC1) and cluster D (TNC, HTRA1) in Fig. 3. In general, there is high concordance between expression results from q-PCR and RNA-seq data

**Fig. 5:**
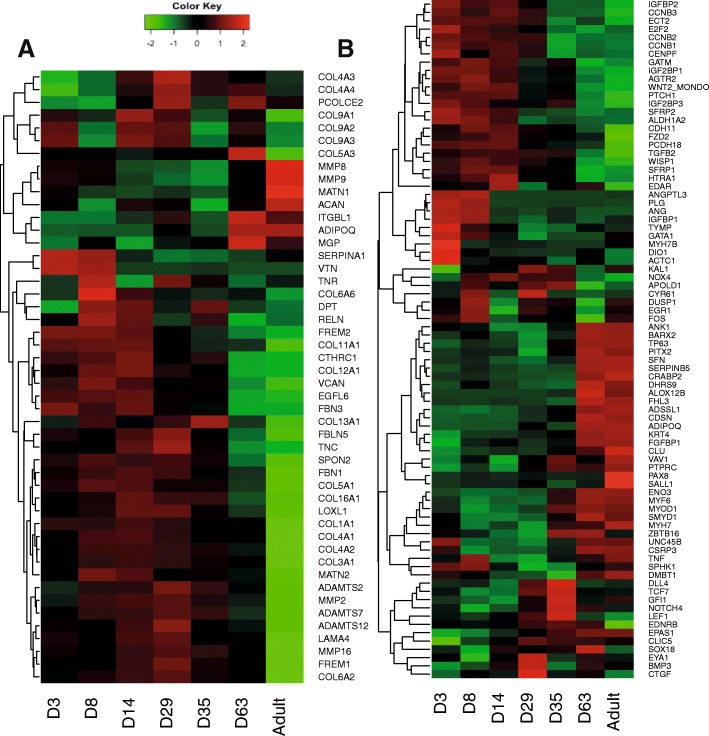
Differentially expressed genes related to lung morphology and development. Heat map (centered and scaled RNA-seq expression data) showing the expression profile of genes related to (**a**) the extracellular matrix (ECM and MMPs) and (**b**) regulatory factors (signalling molecules and transcriptional factors). Rows represent genes and columns represent development phases. Gene symbols are listed on the right side. While a majority of ECM molecules exhibit higher expression during development (day 3 to 35), regulatory molecules are either highly expressed during early (top), intermediate (bottom) or late (middle) phases of development

### Gene expression clustering

Gene expression clustering of differentially expressed genes produced 4 major temporal expression patterns (Fig. 3, clusters A, B, C and D). 

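K-means clustering with 4 clusters of the 1352 selected rows, each centred and scaled over the samples, gave 516, 224, 402 and 210 rows in clusters A, B, C and D. Of the 516 rows of cluster A, 225 had a gene symbol, as did 121, 183 and 91 rows of clusters B, C and D. Cluster D changed most between settings, with 131 rows under a pseudocount of 1 and 137 rows under Ward clustering.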

A large set of genes presented a gradual increase in expression as the lung developed (cluster A, 523 genes) with high expression during the later alveolar stage at day 63 and in the adult. This gene set was enriched in genes associated with muscle contraction (enrichment score (ES) 8, *p* = 2E-16), calcium binding (ES 4, *p* = 1.2E-5) and epithelial development (ES 4, *p* = 1.4E-4). In contrast, a second set of genes was specifically expressed during the early phases of development with lower expression as lung matured (cluster C, 293 genes). This cluster was enriched in secreted and extracellular matrix components (ES 18, *p* = 1.5E-28), plasma proteins, innate immunity and response to wound healing (ES 6, *p* = E-31 ~ E-13). 

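In cluster A, 379 of the 516 rows were higher in both day 63 and the adult than in every earlier sample. The adult was the highest sample of 359 rows and day 63 of 131. The median log2 value of the cluster was 1.09 at day 3, 1.98 at day 35, 4.85 at day 63 and 5.58 in the adult. Only 24 of its rows rose at every step from day 3 to the adult.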

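The highest sample in cluster C was day 3 for 248 of the 402 rows, day 8 for 88 and the adult for 45. In 208 rows days 3 and 8 were both above every later sample. The median log2 value of the cluster was 4.48 at day 3, 3.90 at day 8, 1.15 at day 14 and -0.32 at day 35, and it was 1.91 in the adult. Among the genes that the paper does not name, *ALB* had a linear value of 657 at day 3, 556 at day 8 and 0.549 at day 14, and *AFP* was 322, 134 and 0.0732.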

Other genes were specifically expressed at particular time points, mainly including day 14, 29 and 35, with increasing (cluster B) or decreasing (cluster D) expression during the course of development. Cluster B (166 genes with peak expression at saccular stage days 29 and 35, Fig. 3b) was enriched in immune genes involved in T cell activation (ES 7, *p* = 1E-17), cell surface signalling (ES 4, *p* = 4.5E-7) and the regulation of apoptosis (ES 3, *p* = 8.4E-5). 

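In cluster B, 172 of the 224 rows were highest at day 29 or day 35, of which day 35 was the highest sample for 134 rows and day 29 for 38. The median log2 value was -0.72 at day 8, 3.29 at day 29, 4.21 at day 35 and 2.17 in the adult. Genes of the T-cell receptor complex and its signalling followed this course. The linear value of *CD3E* was 2.57 at day 8, 59.0 at day 29, 144 at day 35 and 38.7 at day 63, *CD8A* was 0.345, 24.5, 79.5 and 5.48 at these ages, and *LCK* was 0.602, 26.3, 63.1 and 7.88.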

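The remaining 210 rows, in cluster D, were most often highest at day 14 (72 rows) or day 8 (51 rows), and day 3 and day 29 were each the highest sample of 29 rows. Their median log2 value was 3.52 at day 3, 3.99 at day 14, 3.17 at day 29, 2.32 at day 35, 1.61 at day 63 and -0.08 in the adult. In 45 rows each sample up to day 29 was above each later sample. *WNT2* was 60.0 at day 8 and 0.991 in the adult by linear value, and *AGTR2* was 69.3 and 0.143. *APOLD1*, also in this cluster, was instead highest at day 35, at 151.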

Finally, cluster D contained 260 genes highly expressed during early stages from day 3 to day 29 with decreased expression from day 35 (Fig. 3d) and was enriched in extracellular matrix (ES 17, *p* = 6E-25) and cell cycle (ES 8, *p* = 1.7E-12). Overall the results confirm that temporal differential gene expression is associated with morphological changes during development, revealing gene markers and providing insight into the development processes with active cell division, extracellular matrix deposition and establishment of innate immunity in early development followed by establishment of adaptive immunity and, finally, epithelial proliferation and, more surprisingly, muscle development.

### Comparative analysis of lung development transcriptomes in *Monodelphis* and mice

Published gene expression studies of lung development in mouse [23] and human [24] lung tissue have previously identified a molecular signature of time-to-birth supported by principal component analysis. In *Monodelphis*, principal component analysis similarly indicated that the first component represented the age of the animal (Fig. 2b). However, in this case the second component was not influenced by time from birth but was instead apparently influenced by the time to and from the saccular-alveolar transition, a period overlapping the time of birth in mice but occurring only after birth around day 35 postnatal in *Monodelphis*.

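The coordinates of the samples on the first component rose with age, from -0.42 at day 3 through -0.34, -0.29, -0.10 and 0.06 to 0.45 at day 63 and 0.64 in the adult. Against the rank of the ages, Pearson's r was 0.964 over the 7 samples (exact two-sided permutation test, p = 0.000397, the smallest p that 7 samples allow). Without day 3 and the adult, r was 0.957 over 5 samples (exact permutation test, p = 0.0167). Spearman's rho between the first component and age was 1 as deposited, but the order was not complete under every setting. It was 0.964 with scaled rows and 0.943 when the components were computed without day 3. Among rows above the lowest value in every sample, a restriction chosen after seeing the data, it was 0.964. Of 26848 rows with an order of all 7 samples, 181 changed in one direction at every step with age, of which 88 rose and 93 fell. The same count was made for all orders of the 7 samples, with an order and its mirror counted as one. No other order gave as many rows, and the next, with days 8 and 14 exchanged, gave 161. An even division of the rows would give 10.7 per order. After quantile normalization the order by age gave 127 rows and was 1 of 3 orders that gave as many or more.

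**Figure D3:**
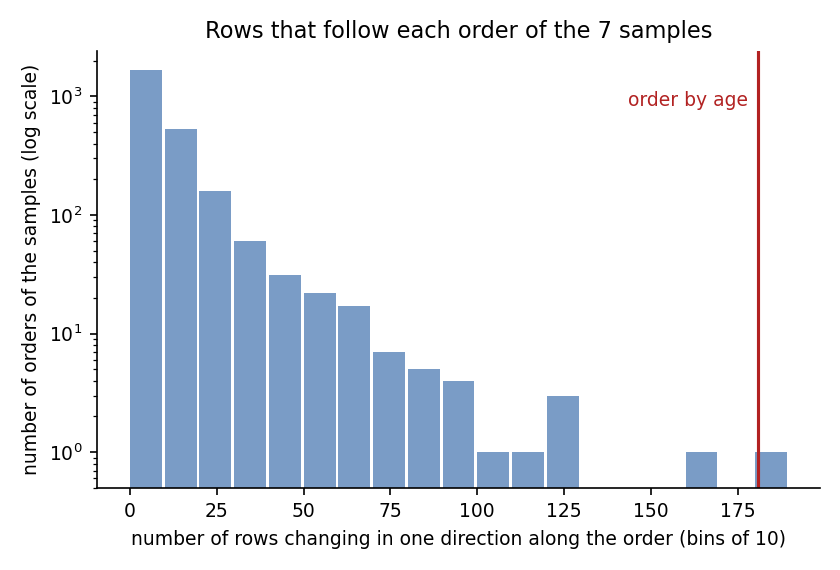
Distribution of the number of rows that change in one direction along each order of the 7 samples, with the number of rows on the horizontal axis and the number of orders on the vertical axis (log scale). The vertical line marks the order by age, with 181 rows.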

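On the second component the samples lay at 0.47 (day 3), 0.30 (day 8), -0.14 (day 14), -0.47 (day 29), -0.54 (day 35), -0.01 (day 63) and 0.39 (adult), so that it fell to its lowest point at day 35 and rose again. The rows without a name carried 44.7% of this component. Each point of this curve rests on 1 animal, and the turn at day 35 on 1 library.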

To compare further the mammalian lung development programs of *Monodelphis* and mice, two murine gene expression microarray datasets were retrieved from the Gene Expression Omnibus database (GEO dataset GSE20954 and GSE74243) [25, 26]. Combining *Monodelphis* RNA-seq and mice microarray dataset GSE20954, the first principal component (37% variation) remained mainly influenced by age, providing an approximate alignment of development time between the species (Fig. 6a). Not surprisingly, the second component (22% variation) represented variation between species. Clustering of the combined dataset resulted in co-clustering of the two species at: 1) early time points (mouse day E16 and *Monodelphis* days 3 and 8), 2) intermediate time points (*Monodelphis* days 14 and 29 and mouse day P2 and P10 postnatal), 3) late time points (mouse day P30 postnatal and *Monodelphis* day 63 and adult), and, 4) *Monodelphis* day 35 and mouse day E18 (Fig. 6c). Integration with GSE74243 recapitulated these results (Fig. 6b and d) showing overall a broadly conserved temporal signature of gene expression during mammalian lung development.

**Fig. 6:**
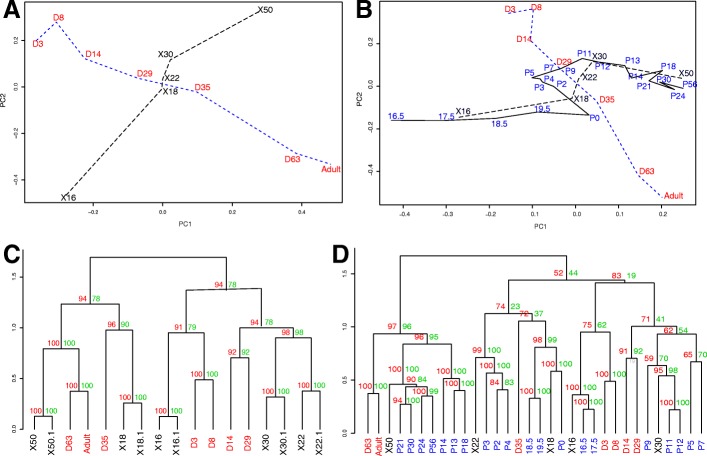
**a** Principal Component Analysis and clustering of the combined gene expression datasets from *Monodelphis* (red, postnatal day D3, D8, D14, D29, D35, D63 and adult) and mice GSE20954 (black, days post-conception X18, X18, X22, X30 and X50). **b** Principal Component Analysis of the combined gene expression datasets in A plus a second, more comprehensive, mice dataset GSE74243 (blue: embryonic day 16.5 to 19.5, postnatal day P0 to P56, average expression of replicates at each time point for the B6 strain). **c**, **d** Hierarchical co-clustering and bootstrap values of combined data in A and B (correlation distance, clustering method complete). The tree is annotated with Bootstrap Probability (green) and Approximately Unbiased *p*-value (red)

The interspecific correlation of temporal gene expression was estimated by matching the gene expression average of each species during early, intermediate and late development. Of 510 differentially expressed genes identified in both species, 207 genes had highly correlated expression profiles (Pearson product-moment correlation coefficient [cor] > 0.8, including 142 genes with cor > 0.9). This included lung specific genes (*AGER* and *PRX*) and genes with established roles in mammalian lung development*.* The gene set was associated with secreted glycoprotein and the extracellular matrix (Enrichment Score: 6, corrected *p*-value 1E-5 ~ 8.4E-7), cellular division, insulin-like binding proteins and EGF signalling, proteolysis, collagen metabolism and immune response (Enrichment Score: 3), immune system process, system development, T cell regulation (Enrichment Score: 2), cell-cell adhesion, blood circulation, cell cycle, WNT signalling, development, muscle fibres and transcription (Enrichment Score < 3). It can be seen in Fig. 7 that early *Monodelphis* day 3, 8 and 14 co-clustered with embryonic E16 to E18.5 in mice. *Monodelphis* D29 co-clustered with P3 to P13 in mice while *Monodelphis* day 35 co-clustered in a late cluster from day P13–14 postnatal in mice and included the late samples from both *Monodelphis* (day 63 and adult) and mice (up to day P56). This alignment of the major phases of lung development in mice and *Monodelphis* further supports the conserved progression of a significant proportion of the lung transcriptome during development.

**Fig. 7:**
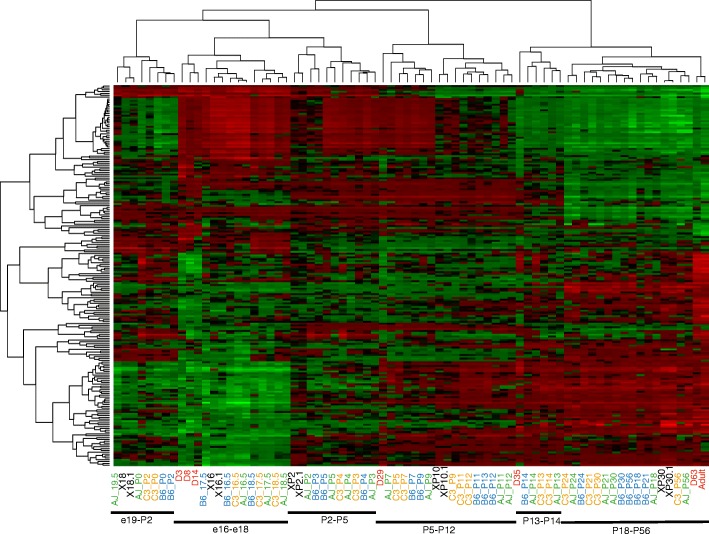
Clustering of correlated gene expression profiles during lung development in monodelphis and mice. Heatmap of 207 genes with highly correlated (correlation > 0.8) gene expression changes during lung development in *Monodelphis* (red labels) and mice GSE20954 (black labels) and GSE74243 (blue); centered and scaled log expression values. GSE74243 contains data from 3 strains of mice (green AJ, blue B6 and orange C3). Here we used the average of the 3 animal replicates to summarise expression values for each strain at each type point. The grouping of mice data is represented at the bottom

### Differential temporal expression between *Monodelphis* and mice

In Fig. 7, the major specific difference was during the perinatal phase in mice with a clear separation between E19-P2 and P3-P5. The perinatal period E19.5-P2 was unusual in the mouse with an apparent temporary down-regulation of genes involved in cellular division and upregulation of genes involved in muscle formation. In contrast no such down regulation was seen in *Monodelphis* until day 35 with the activation of alveologenesis, although we cannot exclude that a similar effect occurs at an intermediate time between day 14 to 35 in *Monodelphis*.

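Proliferation was followed with a list of 13 cell division genes that the paper does not name. Its median linear value was 23.0 at day 3, 13.1 at day 8, 20.9 at day 14, 17.2 at day 29, 2.89 at day 35, 4.89 at day 63 and 2.71 in the adult. From the samples up to day 29 to day 35, the median of the 13 genes fell by 1.88 on the log2 scale, which was lower than every one of 10000 random lists matched on mean value, and all 13 fell. Rows of the random lists were drawn singly, while cell division genes may vary together, so this place is descriptive. *MKI67* went from 28.9 at day 29 to 8.70 at day 35, *TOP2A* from 41.0 to 16.2 and *CCNB1*, which the paper shows in Fig. 5b, from 31.3 to 7.78. No RNA was sequenced from ages between day 14 and day 29 or between day 29 and day 35.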

More generally, genes with low temporal correlation between the species were associated with secreted and signalling proteins (Enrichment Score: 10, corrected *p*-value 1E-9 ~ 1E-16), immunity (adaptive and innate, Enrichment Score: 6, corrected *p*-value 1E-5 ~ 2.4E-7), muscle proteins (Enrichment Score: 3.5, corrected *p*-value 1E-5 ~ 6E-9), proteolysis (Enrichment Score: 3.5, corrected *p*-value 1.5E-2 ~ 7.8E-5), extracellular matrix (Enrichment Score: 3, p_value 6.3E-9) and weakly associated with platelet activation and positive regulation of vascular endothelial growth factor production. To retrieve genes differentially expressed between the species a second approach was employed. Genes with high loadings of the second PCA component (representing species variation) were retrieved (77 genes with absolute loadings above 0.04, including 59 genes identified as differentially expressed in *Monodelphis* with 32 genes differentially expressed in both species). Functional enrichment analysis identified two clusters. 

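*VTN*, *FGA*, *FGB*, *FGG*, *AMBP* and *APOH* were all selected by the filter and placed in cluster C, and all 6 were highest at day 3. When only rows with a mean of at least 1 are tested, all of these rows but that of *FGG* are left out, and *FGG* was selected. By linear value, *FGB* was 77.4 at day 3 and 0.0696 at day 14, *APOH* was 43.7 and 0.0345 at these ages, and at days 3, 8 and 14 *FGG* was 90.9, 82.9 and 1.03, *VTN* was 39.3, 26.8 and 0.0608, and *AMBP* was 54.5, 29.6 and 0.0339. The median difference of days 3 and 8 from the other samples over the 6 genes was 7.43 on the log2 scale.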

One cluster was enriched in genes associated with blood coagulation (*VTN, FGA, FGB, FGG, AMBP, APOH*, fold enrichment 28.81, *p*-value 3.72E-02) representing genes highly expressed in the early postnatal period and the functionalization of the lung in both species and therefore directly correlated with time of birth rather than development progress. This cluster also contained *ANG* (angiogenin), an important regulator of angiogenesis, and *WISP1* (WNT1-inducible signaling protein-1), a gene known to be important in lung maintenance and repair through the WNT signalling pathway [27]. 

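*ANG* had a linear value of 80.7 at day 3, 54.5 at day 8 and 0.171 at day 14, and was listed at 0 at day 63 and in the adult. Its row is identical in every sample to that of a gene known by the identifier ENSMODG00000006965, so the values cannot be assigned to *ANG* alone. It was selected by the filter and fell in cluster C, and its row is left out when only rows with a mean of at least 1 are tested.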

*WISP1* was highly expressed postnatally from day 3 to 35 in *Monodelphis* and from P3 to P14 in the mouse. 

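*WISP1* had linear values of 10.0 at day 3, 17.1 at day 8, 11.7 at day 14, 7.86 at day 29 and 5.57 at day 35, and 0.329 and 0.103 at day 63 and in the adult. Its largest difference between ages, 5.61 on the log2 scale, was not selected by the filter, but it was selected with a one-sided tail, with a window of 0.5% of rows, without adjustment or with the filter restricted to rows with a mean of at least 1.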

The second cluster was enriched in genes associated with muscle contraction (10 genes, fold enrichment 23.48, p-value 4.16E-09; myosin light chain 2 [*MYL2],* small muscle protein, X-linked *SMPX,* myomesin 2 *MYOM2*, myosin light chain, phosphorylatable, fast skeletal muscle *MYLPF,* myosin light chain 1 *MYL1,* myosin binding protein C, slow type *MYBPC1,* troponin T1, slow skeletal type *TNNT1*, tropomodulin 4 *TMOD4,* leiomodin 3 *LMOD3* and myosin light chain 10 *MYL10*), which are highly expressed in late stages (day 35 to adult) in *Monodelphis* and generally poorly expressed in mice. These results therefore also point to a differential regulation of blood coagulation factors and muscle fibres between the two species.

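All 10 of these genes, together with *ACTA1* and *MYOT*, were higher in both day 63 and the adult than in every sample up to day 29. The paper picked out these genes by their expression in the same samples, so the count describes them and does not test the late rise. The count was 12 under each of the other settings tried. The filter selected 10 of the 12 genes, or 9 without day 29, and *MYOM2* and *LMOD3* were not selected in the main setting. From the samples up to day 29 to day 35 the median rise was 3.56 on the log2 scale. The most abundant of these genes were *MYL1*, with a linear value of 49.4 at day 29, 212 at day 35 and 1194 at day 63, and *MYLPF*, with 21.8, 225 and 924. *MYL2* rose from 0.871 at day 29 to 18.8 at day 35 and 60.7 in the adult. Several were also higher at day 3 than at day 8, as *SMPX* was, with 28.6 against 1.86.

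**Figure D4:**
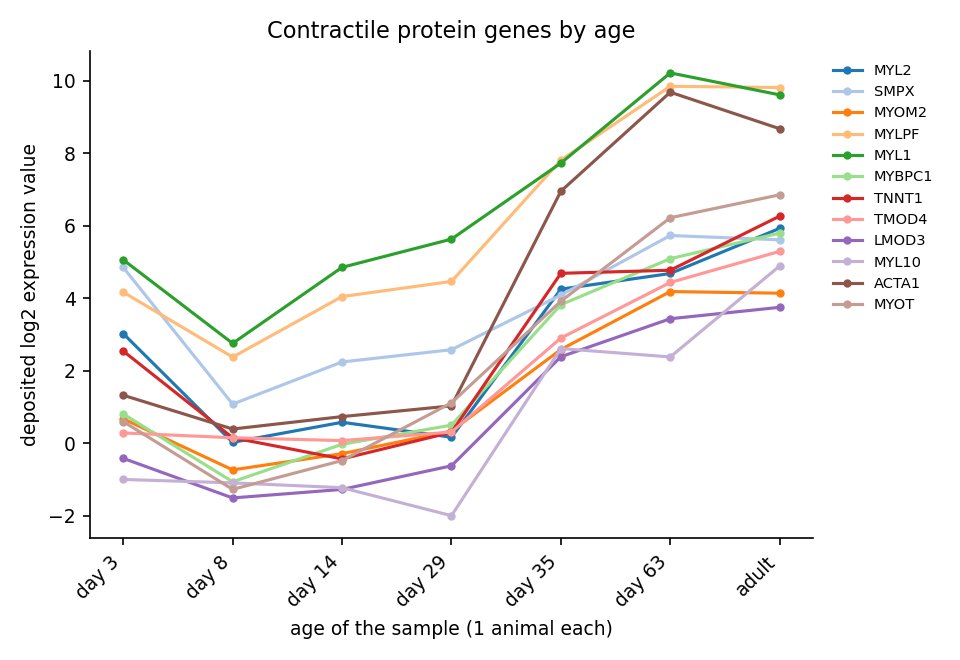
Deposited log2 expression value of 12 contractile protein genes (vertical axis) in the samples in order of age (horizontal axis), with 1 animal per point. All 12 lines are higher at day 63 and in the adult than up to day 29.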

## Discussion

### Breathing with immature lungs

In eutherians such as humans, a primitive lung structure is present in highly preterm young and the mortality rate in these infants is higher, especially in very preterm infants [28, 29]. There are important determinants such as country of birth, race and socioeconomic status that affect the rate [30–32], but the underlying pathology is most often due to immature lung development in the preterm infants [33–35]. In the infants that survive, the consequence of immaturity of the lungs at birth may be significant developmental problems [30, 32, 36]. At birth, the lung of the newborn opossum is comprised of thin-walled large air sacs with few sacs occupying the whole organ. Until day 8 of post-natal development, the lungs contain few air sacs with walls of epithelial cells connected by primitive respiratory ducts. Overall, marsupial opossum neonatal lungs are immature at birth and the respiratory tree is still undergoing considerable post-natal development during the lactation period. In contrast to eutherian newborns, respiration in marsupial neonates occurs through the skin and low metabolic activity allows neonatal survival in the absence of fully functional lungs [12, 14]. Here, morphology and gene expression profiles of embryonic mice E16 and *Monodelphis* days 3 to 8 were the most similar in the pre-saccular stage.

### Signaling pathways and their significance in lung development

Lung organogenesis is primarily dependant on epithelial-mesenchymal interactions [37–39]. These interactions are mainly mediated by secretory factors released from epithelial and mesenchymal cells [40]. Transcriptional factors, growth factors, ECM proteins and MMPs mediate the interactions and participate in regulatory feedback loops [37–39]. Many of the genes contributing to pathways known to influence lung development in eutherians are also regulated in *Monodelphis,* indicating a large overlap between mechanisms of lung development in marsupials and eutherians. These pathways include Wnt [41, 42], retinoic acid [43], TGFβ [44] and NOTCH signalling pathways [45]. Although it is difficult to draw conclusions from bulk organ gene expression profiling, some candidate genes possibly contributing to these developmental pathways, angiogenesis and ECM remodelling are discussed in more details in Additional file 3.

### Conserved processes of lung development

There are limitations in the comparative analysis of gene expression during lung development in *Monodelphis* and mice. For technical reasons the study had to focus on the variation of gene expression and relied on current annotation. However a significant proportion (~ 20–30%) of RNAs identified remains anonymous. Despite these limitations and the potential difference in specific lung development dynamics, the study has shown largely conserved transcriptome dynamics during mammalian lung development allowing the filtering of some of the most important putative signalling factors. 

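In the deposited table 11843 of the 30750 rows (38.5%) had no name and 4893 were named by an Ensembl identifier. The other 14014 rows had a gene symbol, a UniProt entry name or another name.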

The data also indicated the major influence on bulk RNA-seq of the transition from saccular to alveolar stages rather than time from birth, as has been previously suggested from eutherian studies alone [23].

### Specific differences and their significance in lung development

Discordant expression patterns between the species were likely to be related to physiological differences between the embryonic eutherian and the partially functional lung of marsupial neonates. Differences related to blood circulation, immunity, enrichment in platelet activation and vascular proliferation probably reflect the activation of lung circulation at birth following constriction of the ductus arteriosus shortly after birth, which takes place at different stages of development in marsupial and eutherians. This is also supported by recent characterisation of the role of the lung as a major site of platelet biogenesis and a reservoir for haematopoietic progenitors [46]. Differences in the extracellular matrix are likely to denote the evolutionary flexibility of this multi-component system made in part of collagens, proteases and protease inhibitors. This is also supported by reports of differential expression of ECM components by different strains of mice and between mice and human lung in embryonic stages [26]. Similarly, enrichment in muscle contraction is compatible with more extensive differentiation of smooth muscle cells in lung tissue of marsupials compared to eutherians [13]. Specific up-regulation from the onset of alveologenesis to the mature stage only in *Monodelphis* is supported by qPCR validation of myotilin (*MYOT)* expression (*n* = 3 at each time points) and included a number of contractile protein candidate genes such as actin and myosins (e,g, *ACTA1, MYL1, MYL2, MOYM2*). 

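In the RNA-seq data, the linear value of *MYOT* was 1.92 at day 29, 14.9 at day 35, 74.5 at day 63 and 116 in the adult, a difference of 8.13 on the log2 scale between day 8 and the adult. *ACTA1* was 1.79, 124, 825 and 409.9 at these ages, and with 9.30 between day 8 and day 63 it had the largest difference of the 12 contractile genes. *MYOM2* was 5.75 at day 35 and 18.0 at day 63. The paper calls the enrichment in muscle contraction compatible with more extensive differentiation of smooth muscle cells in the lungs of marsupials.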

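A list of skeletal muscle genes that the paper does not name had 18 genes with a row. Their median linear value was 3.88 at day 3, 1.27 at day 8, 1.65 at day 14, 3.24 at day 29, 22.6 at day 35, 42.4 at day 63 and 70.7 in the adult. The most abundant of them was *CKM*, the muscle creatine kinase, at 7.20 at day 29, 119 at day 35, 618 at day 63 and 738 in the adult, followed by *ATP2A1*, which encodes the calcium pump of fast skeletal muscle, at 4.25, 73.1, 385 and 632. Among genes of smooth muscle, *ACTA2* stayed between 479 and 856 over the 7 samples, and *CNN1* rose from 48.7 at day 35 to 283 at day 63. *PDGFRA*, a gene of alveolar myofibroblasts, was 36.3 at day 29, 29.8 at day 63 and 9.93 in the adult.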

Because the lung is isolated by pleural membranes, contamination of samples from skeletal muscle tissue is unlikely, especially in older animals with larger lungs. This observation raises the issue of the role of contractile fibres in the origin and evolution of the mammalian bronchoalveolar lung. Indeed, a variety of muscular lung morphological associations have been described in the multicameral lung of non-mammal tetrapods which is regarded as the precursor of the mammalian bronchoalveolar lung [47]. It has been argued that, like the appendix, lung muscle cells are a vestigial remnant without function in the lung [48]. However, recent studies have supported the role of smooth muscle cells and myofibroblasts in lung development and remodelling, including the essential role of localized smooth muscle cell differentiation for epithelial bifurcation during branching morphogenesis [49] and the role of YAP (YY1 associated protein 1) in regulating mechanical force through the phosphorylation of myosin light chains [50]. Alveolar myofibroblasts make an essential contribution to alveolar septal formation during alveologenesis [51] and 3D microscopy has recently shown how myofibroblasts deposit overlapping fishnet-like networks of actin and elastin fibres to define the walls of the developing alveoli, emphasising the crosstalk between the contractile properties of myofibroblasts and the mechanical properties of the extracellular matrix [52]. These observations clearly establish the role of muscular contraction in lung morphogenesis and support the concept that mechanical forces may have contributed to the evolution of the bronchoalveolar lung of mammals. Interestingly, the expression of skeletal myosin heavy chains was observed in rat lung myofibroblasts in vitro, and the expression control differed from that in muscle [53], suggesting that eutherian lung myofibroblasts have the capacity to be reprogramed to express a skeletal muscular protein. However, eutherian alveolar myofibroblasts typically apoptose after alveolarisation, although studies have implicated these cells in lung tissue repair and a number of serious medical conditions characterised by elastin fibre deposition. The lung contains about 40 cell types and myofibroblasts represent 10% of mature lung cells. As the normal rate of regeneration is estimated at 5% lung/week, a better understanding of the functional evolution of the mammalian lung myofibroblast could further improve our understanding of lung physiology. However, the exact production, localisation and function of these putative contractile proteins in *Monodelphis* and other species remain to be fully established.

Finally, growth and development of the marsupial neonate may, in part, be regulated by the timely delivery of maternal signalling factors supplied through milk [54–56]. Remarkably, day 60 tammar milk induced the differentiation of mouse lung mesenchyme cell cultures into invasive cells resembling smooth muscle cells or myofibroblasts [57]. Whether this differentiation results in the activation of muscular protein gene expression remains to be investigated.

## Conclusion

Marsupials provide a unique animal model to improve our understanding of lung development. Gene expression profiling of postnatal lung development in *Monodelphis* has identified markers and candidate genes with putative physiological or regulatory roles in lung development. However, the full extent of the contribution of many of these genes is still unknown and additional studies will be required to fully assess their role and improve the temporal resolution with additional time points or single cell transcriptomics. Overall the study has shown a large overlap in gene expression during lung development of the marsupial *Monodelphis* and the eutherian mouse despite differences mainly due to the timing of birth and contractile protein gene expression. The study shows how similar pathways are likely involved in the control of lung development of marsupials and eutherians and highlights the distinctive value of marsupial models towards understanding the evolution of mammalian lung development and the further identification of marsupial milk factors and their putative uterine equivalent in eutherians.

## Methods

### Lung tissue sample collection and ethics statement

The South American gray short-tailed opossum were provided by the colony established at Melbourne University. Lungs were collected from neonates on day 1, 3, 6, 8, 12, 14, 18, 24, 29, 35, 41, 51, 61, 100 of age and from an adult (Animal Ethics approval ID 1112115 from the University of Melbourne Animal Ethics committee Anatomy & Neuroscience, Pathology, Pharmacology and Physiology). The age of the neonates was determined by checking the breeding females on a daily basis after mating and removing young at appropriate ages after birth. Whole lungs were isolated by dissection and washed in PBS to remove any blood cells before further processing of the tissue.

### Tissue processing for histology

For histology, whole lungs collected from one animal at each time point (postnatal day 1, 3, 6, 12, 18, 24, 35, 41, 51, 61 and adult) were fixed in 10% neural buffered formalin for 24-48 h and left in 70% ethanol prior to further processing. All tissue samples were routinely processed using ascending ethanol series and xylene before embedment in paraffin wax. Tissue samples were sectioned on a microtome in 4–6 μm thick slices and stained with Gill’s haematoxylin & eosin stains.

### RNA sequencing

After PBS washing of whole lung dissected from one animal at each time point (day 3, 8, 14, 29, 35, 63 of development and adult), clean scalpel blades were used to cut the lung into smaller pieces before homogenisation. RNA isolation was performed using an Ambion RNA isolation kit and the quality and integrity were confirmed using the Agilent 2100 Bioanalyser RNA Nano Chip. RNA samples were sequenced using the Illumina Hiseq 2000 RNA-seq sequencing platform at BGI Co., Ltd. From 24 to 38 million Illumina paired-end read pairs were obtained in each sample. Paired-end raw RNA-seq reads were cleaned by removing reads with low quality, adaptors only reads or reads with unknown nucleotides larger than 5% of read length. Filtered RNA reads were then aligned to the *Monodelphis* genome (Monodelphis_domestica_broad05_67.gtf annotation from Ensembl) by, samtools-0.1.18, bowtie2–2.0.0-beta6, tophat-2.0.3 and Cufflinks2.1.1.1 software tools. From 20 to 31 million read pairs could be successfully mapped and, out of 33,996 referenced genes in the genome reference, 30,750 genes were identified, including 25,854 genes annotated with an official gene symbol (82%). 

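The deposited table has 30750 rows, some of which share a name. A name of some kind was given for 18907 rows (61.5%), and a name other than an Ensembl identifier for 14014 (45.6%). These 14014 rows carried 13475 different names, of which 83.9% could be matched to a symbol in the current annotation of the *Monodelphis* genome (assembly mMonDom1.pri). No row was at the lowest value in all 7 samples.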

The mapped RNA-seq data was then analysed using SeqMonk (version 0.24.1). The data was subjected to the RNA-Seq pipeline to define probes and quantify expression; the probes were defined through the probe generator, selecting mRNA features and removing exact duplicates and probes with no data, and the RNA-seq quantification pipeline was used for quantification (including mRNA features selection, log transform of normalised counts and including duplicate reads only once). Statistical filtering by intensity difference (*P* < 0.05) identified 1242 genes as significantly differentially expressed. Exploratory gene expression clustering was performed in SeqMonk, Hierarchical Clustering Explorer and R software.

### C-DNA synthesis and q-PCR

One microgram of total RNA per sample was used to synthesise cDNA. Superscript III™ Reverse Transcriptase (Invitrogen) was used to synthesise cDNA following manufacturer instructions. Real time Q-PCR was performed using SsoFast EvaGreen Supermix (Bio-Rad) and CFX96TM Real-Time PCR Detection System (Bio-Rad). The reaction mix contained diluted cDNA, 1X master mix and Forward and Reverse primers (Table 1). Sequencing results were validated by RT-PCR. A set of 10 genes was selected to represent differential expression clusters (genes chosen from profiling of Fig. 3). In addition, 6 housekeeping genes (*GAPDH, 18S, RPL19, PPIL4, GUSB* and *ACTB2*) were used as control for data normalisation. After standardization of housekeeping gene expression, 3 genes were retained for qPCR normalisation (*18S, RPL19* and *PPIL4*). At each time point, PCR assays were performed on three individual whole lung samples from different animals.

**Table 1:** List of primers for genes used in q-PCR analysis to validate RNA-seq data

Gene Title	Forward Primer	Reverse Primer
MYOT	GCCTCAGATGCAGGAACTTAT	CCAGAATATCTTTGGTGGAGGT
DSG1	AAACTACCTCGAGTGGCGTG	AACAGGCTCAAAGCCTCCTC
CA3	GCTTCACCTGGTTCACTGGA	AAGCCGGGAAAAGGCAAGAT
SPINK5	GTGACCCTGTACGTGATGCT	TGACTGGGTCACTCTCTCGT
SERPINC1	AGCAGCTCATGGAGGTGTTC	AGCTTGGCTCCATATACCGC
18S	CCCGAGAAGTTCCAGCACAT	TGATAGTGATCACGCGCTCC
RPL19	GTATGGCTTGACCCCAACGA	CTTCTCAGGCATACGGGCAT
PPIL4	ACAATGGCAGTGATCAACATGG	AAGCCAGCTGGGTCATCAAA
ARSF	ACATTCGCAGCCACCCTAAA	AGGATCTGGCCAACAAGAGC
FGA	CCCTCACAGAGAAGCAAGCA	CATCATCACAGTCTCGGGCA
HPX	CCGACGGTTTAACCCTGTGA	CATCCCTCCCTGAGTCCAGA
HTRA1	CAGTAGCGAGCCGGTGTG	TGGAAAAGGGTAGCTTGCGA
TNC	GGCTTTAGCACACACCCTCT	GGGTTTCAGCTTGGAGGTCA

### Gene clustering and functional categorisation

Statistical analysis using SeqMonk identified a total of 1242 genes had significant (*P* > 0.05) differential expression during development. These genes were subjected to clustering using Hierarchical Clustering Explorer and R. Heat maps were generated. The PANTHER™ Classification System (http://www.pantherdb.org/) and DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/home.jsp) were used to perform functional categorisation and gene set enrichment analysis. Comparison with mice expression microarray was performed in R/Bioconductor. To compare lung development of the eutherian mouse and *Monodelphis*, the Gene Expression Omnibus database (GEO) was searched for a published reference dataset of gene expression during mouse lung development. Unfortunately, RNA-Seq data were not yet available for the mouse or any other eutherian mammals. However, two gene expression microarray datasets were available; 1) a study of 7 time points including 5 time points covering the time interval between the saccular and alveolar phases (GEO dataset GSE20954) [25, 26] and 2) a more recent comprehensive analysis of 3 strains of mice with 26 time points, including 20 time points in the saccular and alveolar phases (GSE74243) [25, 26]. Comparative analysis of *Monodelphis* RNA-seq data and mouse microarray datasets is compounded by the difference in technology (digital versus analogue signals with RNA-seq and microarray respectively), the limited annotation of the *Monodelphis* genome, as well as the difference in the timing of development stages between the two species. Nevertheless, 11,391 ortholog gene expression profiles common to the *Monodelphis* and mouse datasets were retrieved. Microarray data do not generally allow the direct quantitative comparison of signal intensities of different probes. Therefore, a simple normalisation step was applied independently in each dataset to each gene. Log transformed expression values were normalised by background correction and centring the samples on the mean to align the distributions followed by centring the expression of each gene in each species independently on mean expression to perform principal components analysis, clustering and estimate correlation of gene expression profiles during development.

## Additional files

Additional file 1: **Figure S1.** High resolution H&E staining of lung tissue samples collected from *Monodelphis* at different time points of postnatal development. Similarly to Fig. 1, based on morphology, the new born (A) were in the canalicular stage, lungs collected at day 8 (B) and day 14 (C) were at early saccular stage, and at saccular stage by day 29 (D) and day 35 (E), while at day 61 (F) lungs were mature with an increased alveolar number similar to an adult lung (G). Scale bar 1 mm. See also Fig. 1 for pictures at lower resolution.

Additional file 2: **Figure S2.** Pie charts representing the functional categorisation of 1242 differentially expressed genes during *Monodelphis* lung development (molecular function and biological process). (A) Functional annotation based on protein class. (B) Functional annotation based on biological process. (C) Sub-classification of genes involved in development processes.

Additional file 3: Detailed analysis of signaling pathways and their significance in *Monodelphis* lung development.

## Abbreviations

ACOXL: Acyl-CoA oxidase like
ACTA1: Actin, alpha 1, skeletal muscle
ACTA2: Actin, alpha 2, smooth muscle, aorta
ACTB2: Actin Beta 2
ACTG2: Actin, gamma 2, smooth muscle, enteric
ADA: Adenosine deaminase
ADSSL1: Adenylosuccinate synthase like 1
AGER: Advanced glycosylation end-product specific receptor
AKAP5: A-kinase anchoring protein 5
ALDH1A2: Aldehyde dehydrogenase 1 family member A2
AMBP: Alpha-1-microglobulin/bikunin precursor
ANG: Angiogenin
ANG1: Angiopoietin 1
ANG1: Transmembrane 7 superfamily member 2
ANG2: Angiopoietin 2
ANG2: VPS51, GARP complex subunit
ANGPTL3: Angiopoietin-like 3
ANGPTL4: Angiopoietin-like 4
APOH: Apolipoprotein H
ARSF: Arylsulfatase F
BGI: Beijing Genomic Institute
BMP: Bone morphogenic protein
BPIFA1: BPI fold containing family A member 1
CA3: Carbonic anhydrase III
CAPSL: Calcyphosine like
CCL20: C-C motif chemokine ligand 20
CCN1: Cyclin A2
CCN1: Cysteine rich angiogenic inducer 61
CDH11: Cadherin 11
CDHR3: Cadherin related family member 3
CDHR4: Cadherin related family member 4
cDNA: Complementary deoxyribonucleic acid
CFAP65: Cilia and flagella associated protein 65
CLDN18: Claudin 18
COL11A1: Collagen type XI alpha 1 chain
COL12A1: Collagen type XII alpha 1 chain
COL13A1: Collagen type XIII alpha 1 chain
COL16A1: Collagen type XVI alpha 1 chain
COL1A1: Collagen type I alpha 1 chain
COL3A1: Collagen type III alpha 1 chain
COL4A1: Collagen type IV alpha 1 chain
COL4A2: Collagen type IV alpha 2 chain
COL4A3: Collagen type IV alpha 3 chain
COL4A4: Collagen type IV alpha 4 chain
COL5A1: Collagen type V alpha 1 chain
COL5A3: Collagen type V alpha 3 chain
COL6A2: Collagen type VI alpha 2 chain
COL6A6: Collagen type VI alpha 6 chain
COL9A1: Collagen type IX alpha 1 chain
COL9A2: Collagen type IX alpha 2 chain
COL9A3: Collagen type IX alpha 3 chain
cor: Pearson product-moment correlation coefficient
CRABP2: Cellular retinoic acid binding protein 2
CTGF: Connective tissue growth factor
CYP2F1: Cytochrome P450 family 2 subfamily F member 1
CYR61: Cysteine rich angiogenic inducer 61
DCN: Decorin
DHRS9: Dehydrogenase/reductase 9
DLL4: Delta like canonical Notch ligand 4
DSG1: Desmoglein-1
ECM: Extracellular matrix
EGF: Epidermal growth factor
EPAS1: Endothelial PAS domain protein 1
ES: Enrichment score
FAM92B: Family with sequence similarity 92 member B
FGA: Fibrinogen alpha chain
FGB: Fibrinogen beta chain
FGG: Fibrinogen gamma chain
FZD2: Frizzled class receptor 2
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GEO: Gene expression omnibus
GKN2: Gastrokine 2
GUSB: Glucuronidase beta
HPX: Hemopexin
HTRA1: Serine protease HTRA1
IGF: Insulin growth factor
IGF2BP1: Insulin like growth factor 2 mRNA binding protein 1
IGF2BP2: Insulin like growth factor 2 mRNA binding protein 2
IGF2BP3: Insulin like growth factor 2 mRNA binding protein 3
IGFBP1: Insulin like growth factor binding protein 1
IGFBP2: Insulin like growth factor binding protein 2
IGFBPs: Insulin like growth factor binding proteins
KRT4: Keratin 4
LAMA4: Laminin subunit alpha 4
LAMP3: Lysosomal associated membrane protein 3
LDLRAD1: Low density lipoprotein receptor class A domain containing 1
LEF1: Lymphoid enhancer binding factor 1
LMOD3: Leiomodin 3
LRRN4: Leucine rich repeat neuronal 4
MMP14: Matrix metallopeptidase 14
MMP16: Matrix metallopeptidase 16
MMP2: Matrix metallopeptidase 2
MMP8: Matrix metallopeptidase 8
MMP9: Matrix metallopeptidase 9
MMPs: Matrix metallopeptidases
MOYM2: M-protein, also known as myomesin-2
MS4A15: Membrane spanning 4-domains A15
MUC5B: Mucin 5B, oligomeric mucus/gel-forming
MYBPC1: Myosin binding protein C, slow type
MYH7: Myosin heavy chain 7
MYH7B: Myosin heavy chain 7B
MYL1: Myosin light chain 1
MYL10: Myosin light chain 10
MYL2: Myosin light chain 2
MYLPF: Myosin light chain, phosphorylatable, fast skeletal muscle
MYOM2: Myomesin 2
MYOT: Myotilin
NAPSA: Napsin A aspartic peptidase
NFAT: Nuclear factor of activated T-cells
NOTCH: Notch signaling pathway
NOTCH4: Notch 4
NOXO1: NADPH oxidase organizer 1
PAS: Per-Arnt-Sim domain
PCA: Feline leukemia virus subgroup C cellular receptor 1
PCDH18: Protocadherin 18
PCR: Polymerase chain reaction
PDGF: Platelet-derived growth factor
PPIL4: Peptidylprolyl isomerase like 4
PRX: Periaxin
PRX: Peroxiredoxin 6
qPCR: Quantitative PCR
RA: Retinoic acid
RETNLB: Resistin like beta
RNA: Ribonucleic acid
RNAseq: Ribonucleic acid sequencing
RPL19: Ribosomal protein L19
RTKN2: Rhotekin 2
RTPCR: Reverse transcriptase polymerase chain reaction
SCGB3A1: Secretoglobin family 3A member 1
SCGB3A2: Secretoglobin family 3A member 2
SEC14L3: SEC14 like lipid binding 3
SERPINC1: Serpin family C member 1
SFRP: Secreted frizzled related protein
SFRP1: Secreted frizzled related protein 1
SFRP2: Secreted frizzled related protein 2
SFTPB: Surfactant protein B
SFTPC: Surfactant protein C
SLC6A14: Solute carrier family 6 member 14
SMPX: Small muscle protein, X-linked
SNTN: Sentan, cilia apical structure protein
SPARC: Secreted protein acidic and cysteine rich
SPINK: Serine protease inhibitor Kazal-type
TCF7: Transcription factor 7
TGFB2: Transforming growth factor beta 2
TMOD4: Tropomodulin 4
TNC: Tenascin C
TNFAIP2: TNF alpha induced protein 2
TNNT1: Troponin T1, slow skeletal type
VEGF: Vascular endothelial growth factor A
VTN: Vitronectin
WIF1: WNT inhibitory factor 1
WISP1: WNT1 inducible signaling pathway protein 1
WNT: Wnt signaling pathways
YAP: YY1 associated protein 1

# Supplementary material for: Gene expression profiling of postnatal lung development in the marsupial gray short-tailed opossum (Monodelphis domestica) highlights conserved developmental pathways and specific characteristics during lung organogenesis
**Source:** BMC Genomics. 2018 Oct 5;19:732. doi: 10.1186/s12864-018-5102-2
**Supplement:** Supplementary file 2 — Figure S2. Pie charts representing the functional categorisation of 1242 differentially expressed genes during Monodelphis lung development (molecular function and biological process). (A) Functional annotation based on protein class. (B) Functional annotation based on biological process. (C) Sub-classification of genes involved in development processes.

## PANTHER Protein Class

**A** Total # Genes: 1137 Total # protein class hits: 1178

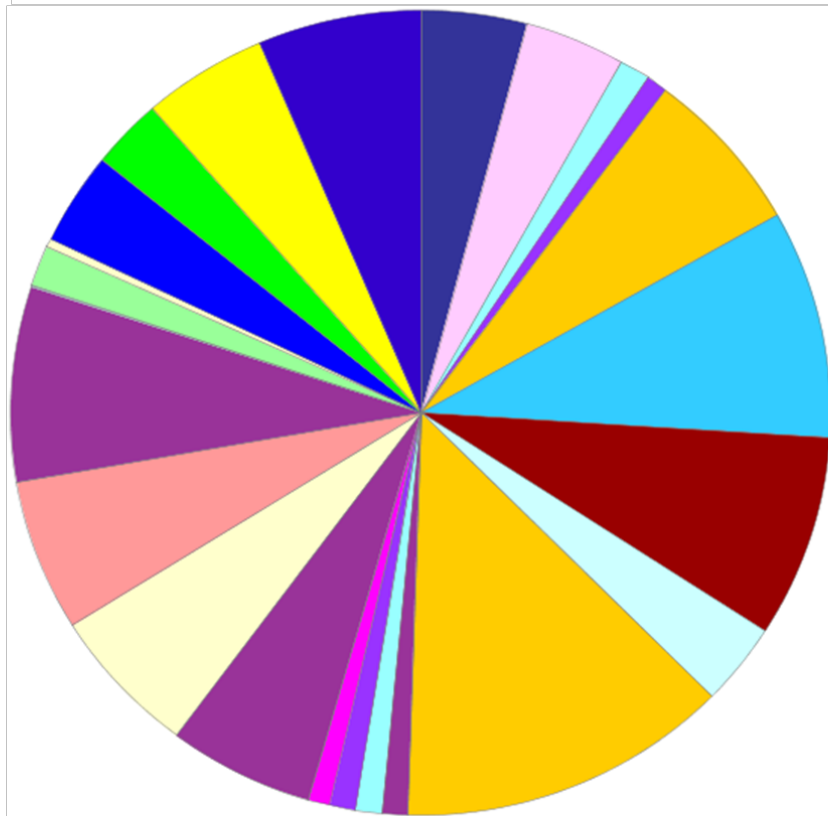

- calcium-binding protein (PC00060)
- cell adhesion molecule (PC00069)
- cell junction protein (PC00070)
- chaperone (PC00072)
- cytoskeletal protein (PC00085)
- defense/immunity protein (PC00090)
- enzyme modulator (PC00095)
- extracellular matrix protein (PC00102)
- hydrolase (PC00121)
- isomerase (PC00135)
- ligase (PC00142)
- lyase (PC00144)
- membrane traffic protein (PC00150)
- nucleic acid binding (PC00171)
- oxidoreductase (PC00176)
- receptor (PC00197)
- signaling molecule (PC00207)
- storage protein (PC00210)
- structural protein (PC00211)
- surfactant (PC00212)
- transcription factor (PC00218)
- transfer/carrier protein (PC00219)
- transferase (PC00220)
- transporter (PC00227)

## B PANTHER GO-Slim Biological Process

Total # Genes: 1137 Total # process hits: 2134

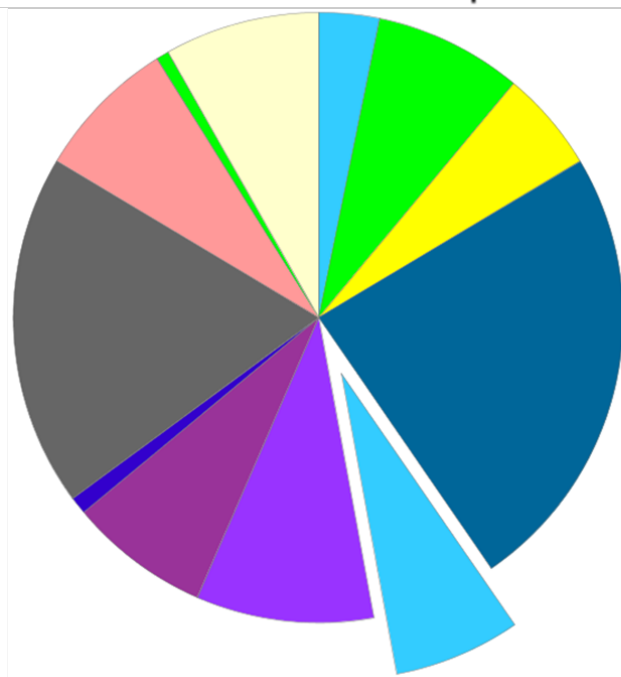

- biological adhesion (GO:0022610)
- biological regulation (GO:0065007)
- cellular component organization or biogenesis (GO:0071840)
- cellular process (GO:0009987)
- developmental process (GO:0032502)
- immune system process (GO:0002376)
- localization (GO:0051179)
- locomotion (GO:0040011)
- metabolic process (GO:0008152)
- multicellular organismal process (GO:0032501)
- reproduction (GO:0000003)
- response to stimulus (GO:0050896)

## C PANTHER GO-Slim Biological Process

Level 1: developmental process (GO:0032502)

Total # Genes: 143 Total # process hits: 234

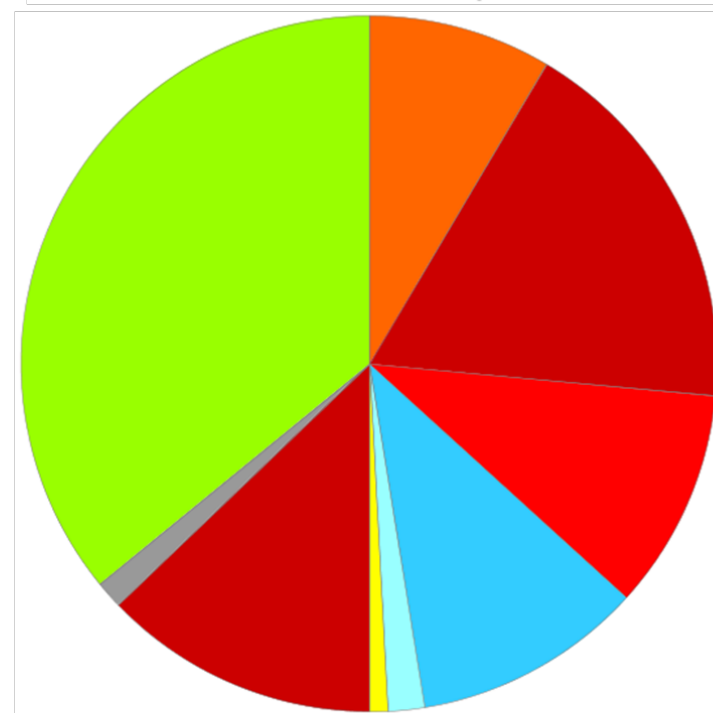

- anatomical structure morphogenesis (GO:0009653)
- cell differentiation (GO:0030154)
- death (GO:0016265)
- ectoderm development (GO:0007398)
- embryo development (GO:0009790)
- endoderm development (GO:0007492)
- mesoderm development (GO:0007498)
- pattern specification process (GO:0007389)
- system development (GO:0048731)

# Supplementary material for: Gene expression profiling of postnatal lung development in the marsupial gray short-tailed opossum (Monodelphis domestica) highlights conserved developmental pathways and specific characteristics during lung organogenesis
**Source:** BMC Genomics. 2018 Oct 5;19:732. doi: 10.1186/s12864-018-5102-2
**Supplement:** Supplementary file 3 — Detailed analysis of signaling pathways and their significance in Monodelphis lung development.

**Additional file 3**

**Detailed analysis of signaling pathways and their significance in *Monodelphis* lung development.**

Several developmental pathways are known to regulate foetal lung development in eutherians. These pathways include Wnt [[1](#_ENREF_1), [2](#_ENREF_2)], retinoic acid [[3](#_ENREF_3)] , TGFβ [[4](#_ENREF_4)] and NOTCH signalling pathways [[5](#_ENREF_5)]. It is important to realise that there are limitations in the interpretation of gene expression data from bulk organ sequencing on a large time scale with respect to developmental pathways. However, here we briefly review the differential expression of some of the genes that may contribute to these developmental pathways as well as angiogenesis and the remodelling of the extracellular matrix in both the marsupial and the eutherian models, indicating the overlap and pointing to subtle differences between mechanisms of postnatal lung development in the marsupial and foetal lung development in eutherians.

**WNT signalling**

WNT is a secreted glycoprotein controlling cell-cell communication through a wide range of functions during embryonic development including regulating cell fate and simultaneously networking with other pathways through TGFβ, NOTCH and BMP signalling [[6-8](#_ENREF_6)]. *Wnt* gene knockout studies in embryonic mice suggested WNT signalling pathways are crucial in regulating lung cell fate [[9](#_ENREF_9)]. Nuclear Factor of Activated T cells (NFAT) and WNT interactions regulate cell proliferation and differentiation as demonstrated by studies of neural progenitor cells regulation [[10](#_ENREF_10)]. WNT protein family members interact with the trans-membrane frizzled receptor to activate intracellular signal transduction and cellular response in target cells [[2](#_ENREF_2)]. The WNT signalling pathways is mediated by binding of WNT ligand to frizzled receptors [[11-13](#_ENREF_11)]. Secreted frizzled-related proteins (SFRP) are also involved in WNT signalling [[14](#_ENREF_14)].

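*TCF7* was highest at day 35, with a linear value of 25.6 against 12.0 at day 29 and at most 4.08 at the other ages. The filter selected it, though not with a pseudocount of 1 or without day 35. *LEF1* was also highest at day 35, at 44.1, with 22.0 at day 29 and 11.3 at day 3, and was 5.85 in the adult. Its largest difference, 2.86 on the log2 scale, was not selected by the filter except with a pseudocount of 1, among rows with a mean of at least 1 or without adjustment.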

In *Monodelphis,* differentially expressed WNT signalling members included Cadherin (*CDH11* and *PCDH18*), T-cell (*TCF7* and *LEF1*) and frizzled receptor (*FZD2*) or frizzled related proteins (*SFRP1* and *SFRP2*). Elevated expression of *CDH11* and *PCDH18* was observed during the early postnatal period (day 3 to 14) and gradually decreased during the course of lung development. 

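*CDH11* had linear values of 68.9 at day 3, 107 at day 8, 96.0 at day 14, 67.5 at day 29, 53.5 at day 35, 33.2 at day 63 and 15.2 in the adult. *PCDH18* was between 33.7 and 37.1 up to day 14, 16.3 at day 29 and 4.29 in the adult. Neither was selected in the main setting. Both were selected among rows with a mean of at least 1 or without adjustment, and *PCDH18* also with a window of 0.5% of rows or with a single row per gene symbol and no unnamed rows.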

*FZD2*, *SFRP1* and *SFRP2* were temporally highly expressed during the early postnatal period (day 3, 8 and 14), signifying the likely contribution of WNT/frizzled signalling to early lung development. 

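*FZD2* had linear values of 25.5, 28.5 and 32.4 at days 3, 8 and 14, 23.4 at day 29 and 7.00 in the adult, and was selected only without adjustment. *SFRP1* was highest at day 8, at 58.6, and was 23.0 at day 29 and 2.64 at day 63. *SFRP2* fell from 84.9 at day 3 to 45.9 at day 14 and 14.0 at day 29. The filter selected *SFRP1* in cluster D and *SFRP2* in cluster C, though not *SFRP2* when day 29 was left out. From the early expression of these genes, the paper proposes that WNT/frizzled signalling contributes to early lung development.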

Not surprisingly, the comparison with mice indicated that several of these genes exhibited highly correlated expression profiles (*CDH11, PCDH18, TCF7, FZD2, SFRP2*) while *SFRP1* and *LEF1* expression profiles were not correlated between the two species.

**RA signalling**

RA is known to signal embryonic development and tissue repair [[15](#_ENREF_15)]. Studies have shown RA is a key regulator of lung development and its activity was observed at different stages of eutherian foetal development including early bud formation, branching morphogenesis and lung maturation during alveolarization [[3](#_ENREF_3), [16](#_ENREF_16)]. RA also regulates alveolarization and alveolar repair by controlling elastin expression by lung fibroblast [[17](#_ENREF_17)]. Differentially expressed genes involved in RA signalling included *DHRS9 (*dehydrogenase/reductase 9)*, CRABP2 (*cellular retinoic acid binding protein 2)*, ALDH1A2* (aldehyde dehydrogenase 1 family member A2) and *TNFAIP2 (*TNF alpha induced protein 2). 

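*ALDH1A2* was highest at day 3, with a linear value of 34.0, and lay between 7.54 and 9.29 from day 29 on. It was not selected in the main setting, and was selected with a one-sided tail, without adjustment, with a single row per gene symbol and no unnamed rows, or among rows with a mean of at least 1. *TNFAIP2* was highest at day 29, at 42.2, against 11.8 at day 14 and 13.9 at day 35, and was selected, though not without day 29.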

DHRS9 is involved in RA biosynthesis [[18](#_ENREF_18), [19](#_ENREF_19)]. CRABP2 is an additional intracellular lipid binding protein specifically binding RA [[20](#_ENREF_20)]. 

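Up to day 35, the linear value of *CRABP2* lay between 7.55 and 10.8 and that of *DHRS9* between 0.295 and 1.20. At day 63 they were 78.1 and 10.6, and in the adult 126 and 5.89. The filter placed both genes in cluster A. *DHRS9* was not selected without day 35 or without day 63.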

The expression of *CRABP2* and *DHRS9* specifically at day 63 and adult in *Monodelphis* suggests their involvement during alveogenesis and lung maturation in marsupials as previously known from eutherian studies [[3](#_ENREF_3), [21](#_ENREF_21)]. However in mice, *CRABP2, ALDH1A2* and *TNFAIP2* were apparently expressed at relatively constant levels during development.

**NOTCH signalling**

NOTCH4 signalling plays a crucial role in eutherian lung development by regulating events such as branching morphogenesis, alveolarization and the regulation of proximal and distal cell fate [[5](#_ENREF_5)]. Similarly, the temporal upregulation of *NOTCH4* at day 29 and 35 together with the morphological changes observed in *Monodelphis* support its role in regulating branching and alveolarization. 

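For *NOTCH4* the linear value was 9.75 at day 14, 15.1 at day 29, 26.8 at day 35 and 16.3 at day 63, with its lowest value, 7.23, at day 8. Day 35 was thus the highest sample, and day 29 was below day 63. The largest difference, 1.86 on the log2 scale, was selected only without adjustment.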

Expression of *NOTCH4* was highly correlated between *Monodelphis* and mice.

**TGFβ2**

TGFβ2 is involved in diverse functions during embryonic development [[4](#_ENREF_4), [22](#_ENREF_22)] and its expression in the marsupial lung persisted until day 35, after which it reduced at day 63 and in the adult, suggesting that temporal expression of *TGFβ2* may also participate in lung organogenesis in *Monodelphis*. 

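*TGFB2* lay between 27.7 and 36.1 in linear value from day 3 to day 35, and was 9.44 at day 63 and 4.77 in the adult. It was not selected in the main setting, and was selected without adjustment or among rows above the lowest value in every sample, a restriction chosen after seeing the data.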

*TGFB2* expression was also highly correlated between *Monodelphis* and mice.

**IGF binding proteins (IGFBPs)**

IGFBPs are known to be involved in lung development [[23](#_ENREF_23), [24](#_ENREF_24)]. 

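Over days 3, 8 and 14, *IGFBP1* had linear values of 19.9, 13.9 and 0.476, *IGFBP2* of 158, 119 and 128, *IGF2BP1* of 21.1, 20.3 and 11.8 and *IGF2BP3* of 17.6, 11.6 and 5.53. At day 29 the values were 0.232, 85.2, 2.32 and 2.98. *IGF2BP3* was higher again at day 35, at 8.47. In the main setting only *IGFBP1* of these genes was selected. The other 3 were selected with a single row kept per gene symbol and no unnamed rows, among rows with a mean of at least 1 or without adjustment, *IGF2BP1* and *IGF2BP3* also with a window of 0.5% of rows, and *IGF2BP3* also with a one-sided tail. The row of *IGFBP1* is left out when only rows with a mean of at least 1 are tested.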

*IGFBP1, IGFBP2, IGF2BP1* and *IGF2BP3* displayed higher temporal expression during early postnatal day 3, 8 and day 14 in *Monodelphis* lungs. *IGFBP2* expression was previously noted both in rat and mice lung development studies [[25](#_ENREF_25), [26](#_ENREF_26)]. The expression of *IGF2BP2* and *IFG2BP3* were highly correlated between *Monodelphis* and mice. However *IGFBP1* and *IGFBP2* had dissimilar expression profiles in the two species.

**Extracellular matrix proteins (ECM) and Matrix metalloproteinases (MMPs)**

The ECM provides a complex signalling network between epithelia and mesenchyme [[27](#_ENREF_27), [28](#_ENREF_28)]. Collagens and laminins are highly expressed in lung and are involved in regulating lung morphology [[29](#_ENREF_29)]. Laminins and collagens were temporally expressed in Monodelphis. For example laminin A4 (*LAMA4*) had peak expression at day 14 and 29, concomitant with morphological changes including branching morphogenesis and increase of lung parenchyma. 

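*LAMA4* had linear values of 84.5 at day 3, 74.9 at day 8, 103 at day 14, 109 at day 29, 74.0 at day 35, 68.1 at day 63 and 24.1 in the adult. The filter selected it only with a single row kept per gene symbol and no unnamed rows, or without adjustment.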

Collagens are also involved in branching morphogenesis. Collagen Type-I, Type-III, Type-IV and Type-V have all been shown to be regulated during foetal lung development in eutherians [[30-32](#_ENREF_30)], but the role of specific collagen isoforms is still unclear. In Monodelphis, differential expression of various collagen isoforms was also observed including *COL11A1, COL12A1, COL13A1, COL16A1, COL1A1, COL3A1, COL4A1, COL4A2, COL4A3, COL4A4, COL5A1, COL5A3, COL6A2, COL6A6, COL9A1, COL9A2* and *COL9A3*. 

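Together with *LAMA4*, these collagens make 18 genes, of which 10 were highest at day 14 and 4 at day 29. The filter selected *COL4A4*, *COL5A1*, *COL1A1*, *COL4A2* and *COL3A1* with all rows and samples, a single gene when the adult was left out, and 16 of the 18 without adjustment. *COL4A2* was not selected with a pseudocount of 1, after quantile normalization, with a window of 5% of rows or without day 63, *COL3A1* not with a pseudocount of 1 or without day 63, and *COL4A4* not without day 3. The row of *COL6A2* is identical to that of a gene with an Ensembl identifier. *COL4A4* was highest at day 29, with a linear value of 48.7 against 3.45 at day 3. *COL9A1* and *COL9A3* were selected under none of the settings, with highest linear values of 5.40 and 4.09.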

*LAMA4* and a subset of collagens (*COL13A1, COL5A1, COL1A1, COL12A1, COL11A1, COL3A1*) were also present in the list of genes with highly correlated expression profiles in mice and cell-matrix adhesion was the second most significantly enriched biological process (9.76 fold enrichment, p=5 10^-4^) in this high cross species correlation gene set. However, a subset of ECM proteins was also differentially expressed between species.

The MMPs are also involved in lung organogenesis and mouse studies have shown MMP2 and MMP14 are involved in branching morphogenesis and alveologenesis [[33](#_ENREF_33)]. Similarly, in the present study MMP2 showed high expression levels in neonate lung compared to adult lung and temporal regulations of MMP8, MMP9 and MMP16 were also observed. 

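By linear value, *MMP2* was 178 at day 8, 196 at day 29, 110.2 at day 63 and 45.7 in the adult, on a row identical to that of the neighbouring gene *LPCAT2*. It was selected under none of the settings. *MMP16* was 14.5 at day 29 and 1.29 in the adult and was selected only without adjustment. *MMP9* fell from 11.9 at day 3 to 2.00 at day 35 and was 62.5 in the adult, and was selected, though not without day 35 or without the adult. *MMP8* followed *MMP9*, from 2.27 at day 3 to 0.341 at day 35 and 11.8 in the adult, and was selected with a window of 0.5% of rows or without adjustment but not in the main setting.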

In the mice microarray data MMPs were expressed at relatively constant levels excepted for MMP2 and MMP14, which displayed a highly correlated expression profile with *Monodelphis* despite MMP14 expression not being detected above the significant differential expression threshold in the analysis of *Monodelphis* data.

**Angiogenesis**

Lung vascularisation is essential for gas exchange between air and blood. The lung accommodates a complex network of blood vessels, which is initiated during the early stage of development [[34](#_ENREF_34)]. In general, the majority of vasculogenesis occurs during foetal development in eutherians [[35](#_ENREF_35), [36](#_ENREF_36)]. However, in marsupials significant development occurs after birth, including angiogenesis. Angiogenesis is also regulated by matrix and matrix related proteolitic enzymes providing structural support to extend the blood vessel network. Together the ECM and MMPs provide a favourable microenvironment to promote angiogenesis as the extending blood vessels interact with the surrounding extracellular matrix. 

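*COL1A1* had a linear value of 1168 at day 14, 433 at day 63 and 40.0 in the adult, *COL3A1* of 1045, 530.3 and 56.6, and *COL4A1* of 476, 246 and 49.8. For each of the 3 genes the largest step was that from day 63 to the adult, and so rests on the adult sample. *COL4A1* was selected only after quantile normalization or without adjustment, and *COL3A1* was not selected with a pseudocount of 1, without day 63 or without the adult. *COL1A1* was not selected without the adult.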

In the current study differential expression of *COL1A1, COL3A1, COL4A1* and *LAMA4* genes in *Monodelphis* is consistent with previous studies [[37](#_ENREF_37), [38](#_ENREF_38)]. Matrix regulating proteases mediate the migration of endothelial cells by breaking down the ECM, simultaneously activating growth factors such as VEGF [[39](#_ENREF_39), [40](#_ENREF_40)]. Differential expression of MMPs in *Monodelphis* included *MMP-2, MMP-9* and *MMP-16,* which are known to contribute to angiogenesis [[39](#_ENREF_39), [41](#_ENREF_41), [42](#_ENREF_42)]. Angiogenesis is also widely regulated by transcriptional regulators and growth factors [[43](#_ENREF_43), [44](#_ENREF_44)]. A number of genes potentially related to angiogenesis have been identified in the current study including *ANG, ANGPTL3, SFRP1, SFRP2, TGFβ2, DLL4, LEF1, NOTCH4, EPAS1, CYR61 (also known as CCN1)* and *CTGF*. 

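*CYR61* was highest at day 29, with a linear value of 129.7, followed by 103 at day 8, and lay between 42.6 and 52.1 in the other samples. The filter selected it in cluster D, though not without day 14 or without day 29. *CTGF* was also highest at day 29, at 347, and lay between 107 and 180.4 at the other ages, and it was selected only without adjustment.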

Angiopoietins (ANG1 and ANG2) are known to regulate vascular maturation [[45](#_ENREF_45), [46](#_ENREF_46)]. Angiopoietin-like 3 (ANGPTL3) is a member of the angiopoietin-like family involved in angiogenesis [[47](#_ENREF_47)]. The Secreted frizzled-related proteins (SFRP1 and SFRP2) also promote angiogenesis [[48](#_ENREF_48), [49](#_ENREF_49)]. From the expression data *ANG, ANGPTL3, SFRP1 SFRP2* and *TGFβ2* showed increased expression during early postnatal time points day 3 to 14, and the temporal expression of these genes in *Monodelphis* supports their participation in the stimulation of angiogenesis. In *Monodelphis DLL4*, *LEF1* and *NOTCH4* were specifically expressed at day 29 and 35. 

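*DLL4* lay between 17.7 and 22.7 in linear value at days 3, 8 and 14 and at the late ages, and was 36.5 at day 29 and 56.1 at day 35. Its largest difference, 1.65 on the log2 scale, was selected with a one-sided tail or without adjustment.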

Recent studies have shown that delta-like-4 (DLL4) interacts with NOTCH to regulate angiogenesis [[50](#_ENREF_50)]. Lymphoid enhancer-binding factor 1 (LEF1) mediates the Wnt/β-catenin dependent pathway [[51](#_ENREF_51)] and promotes endothelial cell invasion [[52](#_ENREF_52)]. The NOTCH proteins and NOTCH ligands are involved in regulating the initial phase of angiogenesis and factors like TGFβ are involved in vascular maturation and remodelling [[53](#_ENREF_53)]. NOTCH4 is a transcription factor specifically expressed by endothelial cells and is a key regulator of angiogenesis [[54](#_ENREF_54)]. The differential temporal expression of these genes in *Monodelphis* lung may similarly regulate angiogenesis during lung development and the expression profiles of the majority of these genes (*NOTCH4, TGFB2, SFRP2, ANGPTL3, ANGPTL4, EPAS1, CYR61*) were highly correlated between *Monodelphis* and mice excepted for *DLL4* and *LEF1*. In addition blood circulation was also found to be an enriched biological process (5.68 fold enrichement p=8 10^-3^) in the list of highly correlated genes between *Monodelphis* and mice.

Overall, the study has largely confirmed the conserved temporal expression regulation and putative contribution of many of these important pathway mediators in postnatal lung development of *Monodelphis* while pointing to few specific differences.

1. Pongracz J, Stockley R: **Wnt signalling in lung development and diseases**. *Respiratory Research* 2006, **7**(1):15.

2. Wodarz A, Nusse R: **MECHANISMS OF WNT SIGNALING IN DEVELOPMENT**. *Annual Review of Cell and Developmental Biology* 1998, **14**(1):59-88.

3. Chytil F: **Retinoids in lung development**. *FASEB J* 1996, **10**(9):986-992.

4. Gu L, Zhu Y-j, Yang X, Guo Z-j, Xu W-b, Tian X-l: **Effect of TGF-[beta]/Smad signaling pathway on lung myofibroblast differentiation**. *Acta Pharmacol Sin* 2007, **28**(3):382-391.

5. Xu KL, Moghal N, Egan SE: **Notch Signaling in Lung Development and Disease**. *Adv Exp Med Biol* 2012, **727**:89-98.

6. Kestler HA, Kühl M: **From individual Wnt pathways towards a Wnt signalling network**. *Philosophical Transactions of the Royal Society B: Biological Sciences* 2008, **363**(1495):1333-1347.

7. Katoh M, Katoh M: **WNT Signaling Pathway and Stem Cell Signaling Network**. *Clinical Cancer Research* 2007, **13**(14):4042-4045.

8. Wang YP, Li YP, Paulson C, Shao JZ, Zhang XL, Wu MR, Chen W: **Wnt and the Wnt signaling pathway in bone development and disease**. *Front Biosci-Landmrk* 2014, **19**:379-407.

9. De Langhe SP, Reynolds SD: **Wnt signaling in lung organogenesis**. *Organogenesis* 2008, **4**(2):100-108.

10. Huang T, Xie Z, Wang J, Li M, Jing N, Li L: **Nuclear Factor of Activated T Cells (NFAT) Proteins Repress Canonical Wnt Signaling via Its Interaction with Dishevelled (Dvl) Protein and Participate in Regulating Neural Progenitor Cell Proliferation and Differentiation**. *Journal of Biological Chemistry* 2011, **286**(43):37399-37405.

11. Schulte G, Bryja V: **The Frizzled family of unconventional G-protein-coupled receptors**. *Trends in Pharmacological Sciences* 2007, **28**(10):518-525.

12. van Amerongen R, Nusse R: **Towards an integrated view of Wnt signaling in development**. *Development* 2009, **136**(19):3205-3214.

13. Logan CY, Nusse R: **The Wnt signaling pathway in development and disease**. *Annual Review of Cell and Developmental Biology* 2004, **20**:781-810.

14. Esteve P, Sandonis A, Ibanez C, Shimono A, Guerrero I, Bovolenta P: **Secreted frizzled-related proteins are required for Wnt/beta-catenin signalling activation in the vertebrate optic cup**. *Development* 2011, **138**(19):4179-4184.

15. Pittlik S, Begemann G: **New sources of retinoic acid synthesis revealed by live imaging of an Aldh1a2-GFP reporter fusion protein throughout zebrafish development**. *Developmental Dynamics* 2012, **241**(7):1205-1216.

16. Malpel S, Mendelsohn C, Cardoso WV: **Regulation of retinoic acid signaling during lung morphogenesis**. *Development* 2000, **127**(14):3057-3067.

17. Plantier L, Rochette-Egly C, Goven D, Boutten A, Bonay M, Leseche G, Fournier M, Crestani B, Boczkowski J: **Dysregulation of elastin expression by fibroblasts in pulmonary emphysema: role of cellular retinoic acid binding protein 2**. *Thorax* 2008, **63**(11):1012-1017.

18. Wang C: **Biosynthesis of all-trans-Retinoic Acid and Regulation of Retinoids Homeostasis in Primary Hippocampal Astrocytes and Neurons**. In*.*; 2010.

19. Everts HB, Sundberg JP, King LE, Ong DE: **Immunolocalization of enzymes, binding proteins, and receptors sufficient for retinoic acid synthesis and signaling during the hair cycle**. *J Invest Dermatol* 2007, **127**(7):1593-1604.

20. Moise AR, Noy N, Palczewski K, Blaner WS: **Delivery of retinoid-based therapies to target tissues**. *Biochemistry-Us* 2007, **46**(15):4449-4458.

21. Hind M, Maden M: **Retinoic acid induces alveolar regeneration in the adult mouse lung**. *Eur Respir J* 2004, **23**(1):20-27.

22. Wu MY, Hill CS: **TGF-β Superfamily Signaling in Embryonic Development and Homeostasis**. *Developmental Cell* 2009, **16**(3):329-343.

23. Shimasaki S, Ling N: **Identification and molecular characterization of insulin-like growth factor binding proteins (IGFBP-1, -2, -3, -4, -5 and -6)**. *Progress in growth factor research* 1991, **3**(4):243-266.

24. Maitre B, Clement A, Williams MC, Brody JS: **Expression of insulin-like growth factor receptors 1 and 2 in the developing lung and their relation to epithelial cell differentiation**. *American journal of respiratory cell and molecular biology* 1995, **13**(3):262-270.

25. Schuller AGP, van Neck JW, Beukenholdt RW, Zwarthoff EC, Drop SLS: **IGF, type I IGF receptor and IGF-binding protein mRNA expression in the developing mouse lung**. *Journal of Molecular Endocrinology* 1995, **14**(3):349-355.

26. Wallen L, Myint W, Nygard K, Shimasaki S, Clemmons D, Han V: **Cellular distribution of insulin-like growth factor binding protein mRNAs and peptides during rat lung development**. *Journal of Endocrinology* 1997, **155**(2):313-327.

27. Shannon JM, Hyatt BA: **Epithelial-mesenchymal interactions in the developing lung**. *Annu Rev Physiol* 2004, **66**:625-645.

28. Minoo P, King RJ: **Epithelial-mesenchymal interactions in lung development**. *Annu Rev Physiol* 1994, **56**:13-45.

29. Schuger L, Varani J, Killen PD, Skubitz APN, Gilbride K: **Laminin Expression in the Mouse Lung Increases with Development and Stimulates Spontaneous Organotypic Rearrangement of Mixed Lung-Cells**. *Developmental Dynamics* 1992, **195**(1):43-54.

30. Heine UI, Munoz EF, Flanders KC, Roberts AB, Sporn MB: **Colocalization of TGF-beta 1 and collagen I and III, fibronectin and glycosaminoglycans during lung branching morphogenesis**. *Development* 1990, **109**(1):29-36.

31. Spooner BS, Faubion JM: **Collagen involvement in branching morphogenesis of embryonic lung and salivary gland**. *Dev Biol* 1980, **77**(1):84-102.

32. Chen J-M, Little CD: **Cellular events associated with lung branching morphogenesis including the deposition of collagen type IV**. *Dev Biol* 1987, **120**(2):311-321.

33. Kheradmand F, Rishi K, Werb Z: **Signaling through the EGF receptor controls lung morphogenesis in part by regulating MT1-MMP-mediated activation of gelatinase A/MMP2**. *J Cell Sci* 2002, **115**(4):839-848.

34. Warburton D, Schwarz M, Tefft D, Flores-Delgado G, Anderson KD, Cardoso WV: **The molecular basis of lung morphogenesis**. *Mechanisms of Development* 2000, **92**(1):55-81.

35. Whitsett JA, Wert SE: **Chapter 1 - Molecular Determinants of Lung Morphogenesis**. In: *Kendig's Disorders of the Respiratory Tract in Children (Seventh Edition).* Edited by Victor C, Md, Frcpc, Thomas FB, Robert WW, Bsc, Frcp, Andrew Bush MBMMFF. Philadelphia: W.B. Saunders; 2006: 1-16.

36. Burri PH: **Fetal and postnatal development of the lung**. *Annu Rev Physiol* 1984, **46**:617-628.

37. Montesano R, Orci L, Vassalli P: **In vitro rapid organization of endothelial cells into capillary-like networks is promoted by collagen matrices**. *The Journal of Cell Biology* 1983, **97**(5):1648-1652.

38. Haas TL, Davis SJ, Madri JA: **Three-dimensional Type I Collagen Lattices Induce Coordinate Expression of Matrix Metalloproteinases MT1-MMP and MMP-2 in Microvascular Endothelial Cells**. *Journal of Biological Chemistry* 1998, **273**(6):3604-3610.

39. Stetler-Stevenson WG: **Matrix metalloproteinases in angiogenesis: a moving target for therapeutic intervention**. *The Journal of Clinical Investigation* 1999, **103**(9):1237-1241.

40. Stupack DG, Cheresh DA: **ECM Remodeling Regulates Angiogenesis: Endothelial Integrins Look for New Ligands**, vol. 2002; 2002.

41. Cornelius LA, Nehring LC, Harding E, Bolanowski M, Welgus HG, Kobayashi DK, Pierce RA, Shapiro SD: **Matrix metalloproteinases generate angiostatin: effects on neovascularization**. *Journal of immunology* 1998, **161**(12):6845-6852.

42. Dong Z, Kumar R, Yang X, Fidler IJ: **Macrophage-Derived Metalloelastase Is Responsible for the Generation of Angiostatin in Lewis Lung Carcinoma**. *Cell* 1997, **88**(6):801-810.

43. Hoeben A, Landuyt B, Highley MS, Wildiers H, Van Oosterom AT, De Bruijn EA: **Vascular Endothelial Growth Factor and Angiogenesis**. *Pharmacological Reviews* 2004, **56**(4):549-580.

44. Reinhart-King CA: **Mechanical and chemical signaling in angiogenesis**. In: *Studies in mechanobiology, tissue engineering and biomaterials,.* Berlin ; New York: Springer; 2013: 1 online resource.

45. Yu Q, Stamenkovic I: **Angiopoietin-2 Is Implicated in the Regulation of Tumor Angiogenesis**. *The American Journal of Pathology* 2001, **158**(2):563-570.

46. Jain RK: **Molecular regulation of vessel maturation**. *Nat Med* 2003, **9**(6):685-693.

47. Song M, Cho S: **Angiopoietin-like 3 (ANGPTL3) Stimulates Human Umbilical Vein Endothelial Cell Tube Formation and Vascular Endothelial Growth Factor Production**. *B Korean Chem Soc* 2009, **30**(3):707-709.

48. Dufourcq P, Descamps B, Tojais NF, Leroux L, Oses P, Daret D, Moreau C, Lamazière J-MD, Couffinhal T, Duplàa C: **Secreted Frizzled-Related Protein-1 Enhances Mesenchymal Stem Cell Function in Angiogenesis and Contributes to Neovessel Maturation**. *STEM CELLS* 2008, **26**(11):2991-3001.

49. Courtwright A, Siamakpour-Reihani S, Arbiser JL, Banet N, Hilliard E, Fried L, Livasy C, Ketelsen D, Nepal DB, Perou CM *et al*: **Secreted Frizzle-Related Protein 2 Stimulates Angiogenesis via a Calcineurin/NFAT Signaling Pathway**. *Cancer Research* 2009, **69**(11):4621-4628.

50. Kuhnert F, Kirshner J, Thurston G: **Dll4-Notch signaling as a therapeutic target in tumor angiogenesis**. *Vascular Cell* 2011, **3**(1):20.

51. Hanai J-i, Dhanabal M, Karumanchi SA, Albanese C, Waterman M, Chan B, Ramchandran R, Pestell R, Sukhatme VP: **Endostatin Causes G1 Arrest of Endothelial Cells through Inhibition of Cyclin D1**. *Journal of Biological Chemistry* 2002, **277**(19):16464-16469.

52. Planutiene M, Planutis K, Holcombe R: **Lymphoid enhancer-binding factor 1, a representative of vertebrate-specific Lef1/Tcf1 sub-family, is a Wnt-beta-catenin pathway target gene in human endothelial cells which regulates matrix metalloproteinase-2 expression and promotes endothelial cell invasion**. *Vascular Cell* 2011, **3**(1):28.

53. Felcht M, Luck R, Schering A, Seidel P, Srivastava K, Hu J, Bartol A, Kienast Y, Vettel C, Loos EK *et al*: **Angiopoietin-2 differentially regulates angiogenesis through TIE2 and integrin signaling**. *The Journal of Clinical Investigation* 2012, **122**(6):1991-2005.

54. Wu J, Iwata F, Grass JA, Osborne CS, Elnitski L, Fraser P, Ohneda O, Yamamoto M, Bresnick EH: **Molecular determinants of NOTCH4 transcription in vascular endothelium**. *Mol Cell Biol* 2005, **25**(4):1458-1474.

How the deposited data were processed for this re-analysis (not part of the article)

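Lung RNA of 7 *Monodelphis domestica*, 1 animal at each of days 3, 8, 14, 29, 35 and 63 and adult, was sequenced. The authors cleaned the reads, aligned them to the *Monodelphis* genome with its Ensembl annotation using bowtie2, tophat and samtools, named Cufflinks among their tools, and quantified and filtered the genes in SeqMonk. The authors deposited the values as log2 of a normalised expression value plus 0.25, in a table of 30750 rows and 7 columns. The base, the offset and the lowest value of -2 were read from the values. The linear values are 2 to the power of the deposited value less 0.25, and their unit was not established. Those of the genes of Fig. 4 were checked by eye against its bars. The table holds no counts, so the depth of a sample and the counting error of a value could not be computed. Between 2129 and 2982 of the rows in each sample are at the lowest value. No batch, library date or sex is given in the sample sheet, so no such effect was tested.

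Rows were used as deposited, with no rescaling. A symbol stands for the row with that name, or for the row with the highest mean where several have it. Rows without a name were kept in the analyses over all rows. The annotation table supplied with the data gave gene symbols in genome order, which was used only to find how far apart the genes on identical rows lie. Symbols were not translated to those of other species.

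Principal components were computed on the log2 values with each row centred on its mean. Their shares are given with 95% intervals from 1000 bootstrap samples of rows. The order of the samples on the first component was tested by an exact permutation test over all 5040 orders. Samples were clustered by complete linkage on Euclidean distance. The intensity-difference filter was written anew from its description, with a window of 1% of the rows, a two-sided tail, the Benjamini-Hochberg adjustment within each of the 21 pairs and a threshold of 0.05. No other setting of this filter is given in the paper. Selected rows were centred, scaled and divided by k-means with 4 clusters, 50 starts and a fixed seed of 1. The clusters were matched to the paper's names by the ages at which their mean was highest. Rows that changed in one direction at every step were counted for each order of the samples, and rows with ties were left out. Apart from the filter's tail values, no p-value was computed for a gene, because each age has 1 animal. The tail values set a gene against other rows of the same libraries and do not measure the variation between animals.

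Medians over the marker lists were set beside 10000 random lists of as many rows, each row drawn from the 200 rows nearest to the gene in mean value. Genes of a marker list may vary together and rows drawn singly need not, so a place among the random lists is not a p-value. The named genes were chosen by rule. They are every gene the paper names for *Monodelphis* in its text, legends, supplement and the panels of Figs. 2c, 4, 5a and 5b, every gene of the marker lists, and the 5 selected rows with a symbol that had the largest rise and the 5 with the largest fall from day 3 to the adult. There were 20 marker lists, for liver, skeletal muscle, muscle progenitors and endplates, heart, smooth muscle, alveolar myofibroblasts, stratified squamous epithelium, hair follicle, ciliated airway epithelium, cartilage, thyroid, thymocytes, thymic epithelium, mature T cells, B cells, erythroid cells, neutrophils, adipose tissue, proliferation and alveolar epithelium of the lung. None of their genes with a row is named by the paper for *Monodelphis* outside its list of abbreviations, which includes *ACTA2* and *ACTG2*. The marker lists, most of the tests and most of the alternatives were set before the data were examined, and the closing section names the tests chosen later.

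The alternatives were a pseudocount of 1, rows with a mean of at least 1, quantile normalization, centring of each sample on its median, a single row per gene symbol or identifier with all rows without a name left out (18044 rows), rows centred and scaled, average linkage, correlation distance, filter windows of 5% and 0.5%, a one-sided tail, the adjustment over all pairs together, no adjustment, Ward clustering, the mean of a symbol's rows and leaving out each age in turn. Counting identical rows once, keeping only rows above the lowest value in every sample, leaving out only the rows without a name or only the repeated names for the components and the tree, and leaving out each age for the counts of matrix and contractile genes were added after seeing the data.

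The steps were tested on simulated data. In a simulated table of the same size with 200 changed rows the filter recovered 194 (97.0%) and also selected 174 unchanged rows, and 99.9% of simulated rows were put in the right cluster. The simulated changes were large and lay only in rows with a mean of at least 1. Their noise was normal and taken from days 8 and 14, the pair with the smallest standard deviation of differences, 0.74 against up to 1.36. The recovery therefore does not describe rows with lower values, smaller changes or ages further apart. The analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Raw reads, the mouse data, the qPCR measurements and the enrichment of functional terms were not used here. The comparison with mouse and the term enrichments rest on data or databases outside the table.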

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

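The tests on heart genes at day 3, thyroid, erythroid and neutrophil genes and the late B-cell genes were chosen only after the result was seen. With no control samples, each list of marker genes was compared with 10000 random lists of rows matched on mean value. In 14 of the 20 lists the median of 1 sample stood at least 1 above the mean of the other samples. In 11 of the 14 this was further than in every random list, and for thymic epithelium, B cells and adipose tissue it was further than in at least 99.9% of them. The sample was picked for each list as the one with its largest difference, a choice that the random lists were not given. Rows of a random list were also drawn one by one, while genes of a marker list may vary together. Standing above the random lists is thus descriptive and does not measure chance. None of these genes is discussed in the paper for *Monodelphis*. All differences here are medians on the log2 scale, each rests on 1 animal per age, and a change with age stays open for each of them as untested. The paper's qPCR, not analysed here, used lungs of different animals at each time point. The paper reports that its trends in general followed the RNA-seq, with a few discrepancies. It covers *FGA*, *HPX*, *SERPINC1*, *MYOT*, *SPINK5* and *DSG1*, and bears on whether such patterns recur across animals.

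The skeletal muscle list was 3.52 higher in the adult than in the other samples. It had 18 of 27 genes with a row, of which 11 had a linear value of at least 1 in every sample. From the samples up to day 29 to the late samples it rose by 4.05, above every random list, and the 12 contractile genes of the paper rose by 4.92. Its rise began at day 35, at 2.23. Its most abundant genes included *TNNC2*, with a linear value of 10.7 at day 29 and 492 in the adult, and *PVALB*, with 23.6 and 246. Muscle progenitor and endplate genes, 8 of 9 with a row and 0 at a linear value of at least 1 in every sample, rose by 1.15. Their median linear value was low throughout, at most 0.921, at day 63. Skeletal muscle tissue carried over into the late samples may therefore explain the late contractile genes. The paper cites qPCR of *MYOT* in different animals for the late rise, which tissue carried over in the sequenced animals alone would not account for.

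Smooth muscle and heart were tested as other sources of the contractile genes. The smooth muscle list, with 9 of 10 genes present and all 9 at a linear value of at least 1 in every sample, was 1.53 higher at day 63 than in the other samples and rose by 1.62 from the samples up to day 29 to the late samples. *DES* rose from 93.8 at day 29 to 848 at day 63 in linear value and *ACTG2* from 255 to 1261. The list of alveolar myofibroblasts, which shares 2 genes with it, changed by -0.06, or by -0.68 without day 63 and 0.21 without the adult. It was -0.18 without day 3, 0.02 without day 8, -0.04 without day 14 and -0.11 without day 29. Of the 12 contractile genes, 11 rose more than every one of the 15 genes of these lists, whose largest rise was 3.67. The paper picked the 12 genes by their expression in these samples. They also started lower, with a median linear value of 1.09 at day 29 against 119 for the smooth muscle list. A larger rise was thus partly built in, so this comparison cannot decide whether smooth muscle or myofibroblasts were the only source. The heart list rose by 1.17 from days 29 and 35 to the late samples, with all 12 genes higher and above every random list, or by 0.58 without day 35, so some heart muscle may also be present in the late samples. The contractile genes rose by 3.25 over the same samples. At day 3, 11 of the 12 heart genes were higher than in both late samples, and 0 of the 12 contractile genes were. From day 3 to the late samples the heart list changed by -2.03 and the contractile genes by 4.61, which argues against heart muscle as the only source. A rise of smooth muscle itself in the late lung stays open.

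The heart list, with 12 of 14 genes present and 7 at a linear value of at least 1 in every sample, was 2.70 higher at day 3 than in the other samples. Linear values at days 3 and 8 were 504 and 2.56 for *NPPA*, 314 and 24.2 for *MYL4* and 197 and 13.4 for *MYL7*. Heart tissue carried over in the day 3 sample is a candidate explanation.

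The list of stratified squamous epithelium, with 15 of 30 genes present and 10 at a linear value of at least 1 in every sample, was 1.98 higher in the adult than in the other samples and rose by 1.99 from the early to the late samples. At day 35 it stood 0.46 above the samples up to day 29, so it rose later than the muscle list. The linear value of *TGM3* was 3.63 at day 35 and 241 at day 63, and that of *KRT5* 64.2 and 225. More conducting airway would raise genes of ciliated cells as well, but these, 13 of 14 present and 11 at a linear value of at least 1 in every sample, rose by 0.38, or by 0.17 without day 3 and 0.58 without day 14. This rise was above 98.55% of random lists, and 11 of the 13 genes were higher, so some more airway in the late samples stays open. The largest rise of a ciliated gene was 1.27, and 11 of the 15 squamous genes rose by more than every ciliated gene, or 9 without day 63, which argues against more airway as the only source of the squamous genes. The hair follicle list, with 8 of 17 genes present, rose by 0.11, or by 0.01 without day 8, -0.08 without day 63 and 0.31 without the adult. Squamous epithelium carried over in the late samples, from a source that the data do not name, may explain the keratins and epidermal genes. Formation of squamous epithelium inside the lung was not tested.

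The liver list, with 17 of 22 genes present and 3 at a linear value of at least 1 in every sample, was 3.47 higher at day 3 than in the other samples. Plasma protein genes of the list (11 genes) were 5.95 higher at days 3 and 8 than in the others. The 6 genes that do not encode plasma proteins, which are hepatocyte enzymes and a transporter, were 3.28 higher, and one of them, *HPD*, was as high in the adult, at 39.6 against 33.7 at day 3. *AHSG* had a linear value of 356 at day 3, 244 at day 8 and 0.266 at day 14. Liver tissue carried over in the earliest samples may thus explain the plasma protein and coagulation genes. The paper's qPCR of *FGA*, *HPX* and *SERPINC1* in different animals in general followed the RNA-seq, with discrepancies at day 8. Tissue carried over in the sequenced animals alone would not account for that. Expression of these genes by the lung itself at days 3 and 8 would not by itself bring in hepatocyte enzymes, but was not tested further.

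Erythroid genes, 9 of 12 present and 3 at a linear value of at least 1 in every sample, were 3.06 higher at day 3 than in the other samples and 3.13 higher at days 3 and 8 than in the others. *AHSP* had a linear value of 1779 at day 3, 1069.6 at day 8 and 328 at day 14, and *ALAS2* 863, 373 and 118. These are the samples in which the liver genes were high, so blood-forming liver could be a source. *AHSP* was still present at day 14, where *ALB* and *AHSG* were near the lowest value, so liver does not account for all of it. Blood left in the samples was not told apart from liver by this test.

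Thymocyte genes, 7 of 10 present and 1 at a linear value of at least 1 in every sample, were 4.50 higher at day 35 than in the other samples. Thymic epithelium genes (4 of 7 present, 1 at a linear value of at least 1 in every sample) were 1.48 higher and mature T-cell genes (12 of 14 present, 3 at a linear value of at least 1 in every sample) 2.98 higher. At days 29 and 35 together these lists were 4.08, 1.41 and 2.68 higher than in the other samples. *CD8B* had a linear value of 32.9 at day 29 and 133 at day 35, *RAG1* 8.72 and 47.7, and *PSMB11* 5.46 and 16.9. Thymus tissue carried over in these samples may explain the T-cell genes. An increase of lymphocytes of all kinds would raise B-cell genes as well. At days 29 and 35 these stood at -0.56 relative to the others, or at -0.04 without the adult, -0.23 without day 63 and -0.90 without day 3, but the others include the late samples in which B-cell genes were high. Against the early samples alone they were 0.58 higher, or 0.87 without day 8, in 4 of 4 genes and above 96.3% of random lists, and the mature T-cell genes were 3.79 higher. The B-cell genes were close to the lowest value at these ages, so an increase of lymphocytes of all kinds stays open. Thymocytes present in the lung at these ages were not tested.

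B-cell genes, 4 of 9 present and 0 at a linear value of at least 1 in every sample, were 3.20 higher in the adult than in the other samples, and *MS4A1* reached a linear value of 19.2. From days 14 to 35 to the late samples they rose by 3.04. Erythroid genes rose by 0.36 over the same samples. This was 0.92 without day 14, -0.14 without day 35, 0.86 without day 63 and -0.13 without the adult. The baseline includes day 14, where the erythroid median was 5.84 in linear value against 0.920 at day 35. From days 29 and 35 to the late samples 8 of the 9 erythroid genes rose. Neutrophil genes rose by 2.74 from days 14 to 35 to the late samples. Blood left in the late samples is therefore not ruled out as the source. Lymphoid tissue that forms in the lung with age stays open.

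Neutrophil genes, 8 of 12 present and 2 at a linear value of at least 1 in every sample, were 4.00 higher in the adult than in the other samples. In the adult the linear value was 3046 for *S100A8*, 2705 for *S100A9* and 35.8 for *MPO*. The same list was 2.24 higher at days 3 and 8 than in the other samples. Erythroid genes were 0.90 higher in the adult than at days 14 to 63, or 0.41 without day 35, so bone marrow could contribute to the adult sample, but most of the difference in neutrophil genes, 5.39 over the same samples, is not matched by erythroid genes. Inflammation of the adult lung was not tested.

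Thyroid genes, 8 of 9 present and 3 at a linear value of at least 1 in every sample, were 2.23 higher in the adult than in the other samples. The linear value of *TG* was 6.96 at day 63 and 1741 in the adult. The 7 other genes of the list were 2.21 higher, and 5 of the 7 were highest in the adult, while *DUOX2* and *DUOXA2* were already 28.2 and 26.9 at day 63. Thyroid tissue carried over in the adult sample is a candidate explanation.

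For the remaining 2 lists no technical explanation was tested. Adipose genes, 6 of 10 present and 2 at a linear value of at least 1 in every sample, were 1.97 higher in the adult than in the other samples, and *CIDEA* reached a linear value of 115. Proliferation genes, 13 of 17 present and 12 at a linear value of at least 1 in every sample, were 1.43 higher at day 3 than in the other samples.

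A single row, ENSMODG00000026177, held 83.6% of the sum of all linear values at day 14 and was listed at 0 in every other sample. The median of the rows with a mean of at least 1 differed little at day 14, so this row changes sums of linear values and not the level of the log2 values. No biological explanation was tested for it.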

How the results depend on the processing

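The alternatives that count identical rows once, that keep only rows above the lowest value in every sample, that leave out only the rows without a name or only the repeated names, and that leave out an age for the matrix and contractile counts were chosen only after seeing the data. The others were set in advance. A single row per gene symbol means that all 11843 rows without a name were left out as well. No paired analysis was possible, since each age has 1 animal.

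The share of the first component was 47.9% with a pseudocount of 1, 49.0% for rows with a mean of at least 1, 51.7% with a single row per gene symbol, 33.9% with scaled rows and 49.5% for rows above the lowest value in every sample. It was from 42.1% to 50.7% across the fits that each left out one age. The share of the second component was 19.7% with a single row per gene symbol, from 19.8% to 25.6% with one age left out and 20.0% with only the rows without a name left out, and it was within its interval otherwise. Leaving out an age also removes its part of the variance. Of the 3 groups of samples, 1 was found with a pseudocount of 1 and 1 with a single row per gene symbol, where day 14 joined days 29 and 35. Leaving out only the rows without a name also gave 1, with a share of the first component of 49.8%. All 3 were found under the other settings for which a tree was cut, which did not include scaled rows or leaving out an age. With repeated names left out and the rows without a name kept, all 3 groups were found and the first component held 44.7%, so these changes with a single row per gene symbol came mainly with the loss of the rows without a name. The cause of the other changes was not tested, apart from the variance removed with an age.

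Without adjustment 6993 rows passed the filter, as the threshold then applies to unadjusted tail values. The other settings gave 1074 to 1657 rows and held 56.4% to 100% of the rows first selected. Cluster D had 131 rows with a pseudocount of 1 and 137 rows under Ward clustering, and the cause was not tested. The other clusters stayed within 1.5 times their number. With one age left out, 404 to 631 rows changed in one direction at every step, because fewer steps are required.

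The heart list, late against the samples up to day 29, changed sign. Its median was 0.02 as deposited, -0.0596 after quantile normalization and -0.0328 after centring on the median, and the cause was not tested. It was 0.79 without day 3, -0.27 without day 8, -0.35 without day 14, -0.17 without day 29, 0.32 without day 63 and -0.50 without the adult, so no direction can be given. The B-cell list at days 29 and 35 was -0.44 with a pseudocount of 1, which put it outside the central 95% of random lists, where it was not in the deposited values. The cause was not tested. The other 57 of 60 alternatives for the marker lists kept their direction and their side of the limits.

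The counts of 25 matrix genes and 12 contractile genes stayed within 25 to 33 and at 12 under all settings tried. For 127 genes with a value in the text, the direction and selection of the largest difference between ages were compared under a pseudocount of 1, quantile normalization and centring on the median. Under the mean of a symbol's rows the filter was not run, and direction and size were compared instead. No change was counted in 493 of 508 of these comparisons. In 7 the gene was no longer selected, in 7 it became selected, and 1 was set apart for a change of size. These counts do not cover all changes of size. With a pseudocount of 1 the largest difference of *AKAP5* fell from 0.60 to 0.14. No direction was reversed under these 4 settings, but this was largely fixed in advance. A pseudocount of 1 keeps the order of a gene's values and so could not reverse one. Centring moved each sample by about 0.05 or less, and the mean of a symbol's rows changes nothing for a symbol with a single row. Other settings of the filter changed more calls. Of the 127 genes, 83 were selected in the main setting. Testing only rows with a mean of at least 1 left out the rows of 17 of the 83, no longer selected 1 and newly selected 18. A single row per gene symbol newly selected 12, a one-sided tail 10 and no adjustment 34. A window of 0.5% of rows newly selected 12 and lost 1, and one of 5% newly selected 1 and lost 3. Adjustment over all pairs changed none of these calls. Leaving out an age lost between 2 and 10 of the 83, most without day 63, and added none. Among rows above the lowest value in every sample, 15 of the 83 were left out and 13 genes were newly selected, and with identical rows counted once 2 of the 83 rows were left out in favour of an identical row. All 28 ranks of highly expressed genes stayed within 1.5 times with a single row per gene symbol, and 14 of the 28 did not when identical rows were counted once. The table gives no counts, so values near the lowest value carry an unknown error, and it limits every statement about genes listed at 0.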

Differences from the paper's values

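No test was chosen here after the result was seen. Counting identical rows once, keeping only rows above the lowest value in every sample and leaving out only the rows without a name were alternatives added after seeing the values. A single row per gene symbol means that the 11843 rows without a name were left out as well. The rank of *SPARC* by its highest value was 47 against the paper's 26. With a single row per gene symbol it was 40, so the alternative set before the data were examined did not close the gap. By its mean value *SPARC* ranked 30, or 28 with a single row per gene symbol. With identical rows counted once, which was chosen after seeing the values, it ranked 28 by the highest value and 14 by the mean, and the rank by the mean then falls within the paper's number. The paper does not say by which value it ranked the genes.

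Of the 30750 rows, 14014 had a name other than an Ensembl identifier, against the paper's 25854 genes with a symbol. No alternative was set for this count. A name of any kind was held by 18907 rows, which is within 1.5 times the paper's number.

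Other values of the paper were within 1.5 times of those found. For the share of the first component, 43.9% against the paper's 51%, a single row per gene symbol gave 51.7%. Leaving out only the rows without a name, chosen after seeing the values, gave 49.8%. For the number of selected rows, 1352 against the paper's 1242, the settings tried gave values on both sides of it, and the nearest was 1211 with a window of 5% of rows.

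The paper places *EPAS1*, *SCGB3A2* and *DCN* among the most highly expressed genes within the number it gives. *EPAS1* ranked 229 by its highest value and 210 by its mean, *SCGB3A2* 128 and 205, and *DCN* 215 and 145. With a single row per gene symbol, an alternative set before the data were examined, all 3 fell within the paper's number, with *EPAS1* at 200 and 190, *SCGB3A2* at 109 and 185 and *DCN* at 187 and 135. With identical rows counted once, chosen after seeing the values, *SCGB3A2* at 105 and 180 and *DCN* at 189 and 121 fell within it, and *EPAS1*, at 202 and 183, did so by its mean.

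The paper presents the genes of Fig. 5a and Fig. 5b as differentially expressed. The filter selected 17 of the 48 and 34 of the 82, and without adjustment 43 and 75. With a single row per gene symbol it selected 23 and 41, with a window of 0.5% of rows 23 and 37, with a one-sided tail 21 and 41, after quantile normalization 20 and 33, and among rows with a mean of at least 1 it selected 19 and 34. With a pseudocount of 1 it selected fewer, at 15 and 30, as with a window of 5% of rows, at 16 and 32. With one age left out it selected 11 (without the adult) to 16 genes of Fig. 5a and 27 (without day 29) to 34 of Fig. 5b. Centring on the median and adjustment over all pairs gave 17 and 34. Limited to rows above the lowest value in every sample, which was chosen after seeing the values, it selected 21 and 37. *CCNB2*, *COL9A1*, *COL9A3*, *DIO1*, *EYA1*, *FREM2*, *KAL1*, *MMP2*, *SALL1*, *TNF*, *TNR* and *TP63* were selected under none of the settings. *MYOM2* and *LMOD3* of the contractile genes are placed by the paper among the late genes, and were higher late without being selected. All 12 contractile genes were selected with a one-sided tail or without adjustment.

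The paper states that *NOTCH4* is raised at days 29 and 35. Day 29, at a linear value of 15.1, was below day 63, at 16.3. It calls *DLL4* and *LEF1* specific to these ages, and *DLL4* had a linear value of at least 17.7 and *LEF1* of at least 5.85 in every sample. It describes *MMP2* as high in neonatal against adult lung. *MMP2* was 110.2 at day 63, the same to 3 digits as at day 3, and fell in the adult. It groups day 14 with days 3 and 8, and with a pseudocount of 1 or a single row per gene symbol day 14 joined days 29 and 35, as it did when only the rows without a name were left out, chosen after seeing the values.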

Other observations

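The tests on identical rows were chosen only after the result was seen, and the test on the order of the samples was not. The 181 rows that changed in one direction at every step with age were compared with every other order of the 7 samples. Only 1 order, the order by age, gave as many, so an arrangement of the samples by chance is argued against. After quantile normalization 3 orders, with that by age among them, gave as many or more, and after centring on the median 2 did. Without day 3 the order by age gave 555 rows, and the order with days 8 and 14 exchanged gave 566. The result is a statement on 7 animals, and tissue carried over in single samples also changes values from age to age.

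Neighbouring genes counted as one locus may explain the identical rows. Of 193 pairs of names on identical rows with a place in the annotation, 96.4% lay within 5 genes of each other, and 0.02% of 20000 random pairs did. The values of *KRT14*, *KRT15*, *KRT19* and *KRT35*, *SPARC*, *MMP2*, *TTN*, *TCAP*, *MYOZ1*, *CD6*, *TEKT2*, *SCGB3A2* and *ANG* lie on such rows. *TTN*, *TCAP* and *MYOZ1* belong to the skeletal muscle list, *CD6* to the mature T-cell list and *TEKT2* to the ciliated list.

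Rows at least 5 above every other sample on the log2 scale numbered 4 at day 3, 5 at day 8, 5 at day 14, 9 at day 29, 0 at day 35, 2 at day 63 and 21 in the adult. The row named SNORD14 had a linear value of 7554 at day 29 and was listed at 0 in all other samples.

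The cartilage list, with 11 of 12 genes present and 3 at a linear value of at least 1 in every sample, changed by 0.20 from the early to the late samples, or by 0.32 without day 3, 0.03 without day 8, 0.73 without day 63 and -0.06 without the adult. The list of alveolar epithelium of the lung, with 9 of 13 genes present and all 9 at a linear value of at least 1 in every sample, changed by -0.71, which was below 99.8% of random lists. *HOPX*, also on this list, rose from a linear value of 123 at day 35 to 373 at day 63.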
